# DCIR suppresses osteoclastic proliferation and resorption by downregulating M-CSF and RANKL signaling

**DOI:** 10.3389/fimmu.2023.1159058

**Published:** 2023-05-17

**Authors:** Tomonori Kaifu, Takumi Maruhashi, Soo-Hyun Chung, Kenji Shimizu, Akira Nakamura, Yoichiro Iwakura

**Keywords:** C-type lectin receptor, osteoclast, cytokines, oligosaccharides, homeostasis, metabolism, DCIR

## Abstract

Dendritic cell immunoreceptor (DCIR) is an inhibitory C-type lectin receptor that acts as a negative regulator in the immune system and bone metabolism. We previously revealed that DCIR deficiency enhanced osteoclastogenesis and antigen presentation of dendritic cells, and that asialo-biantennary N-glycan (NA2) functions as a ligand for DCIR. NA2 binding to DCIR suppressed murine and human osteoclastogenesis that occurs in the presence of M-CSF and RANKL. The DCIR-NA2 axis, therefore, plays an important role in regulating osteoclastogenesis in both mice and humans, although the underlying mechanisms remain unclear. Here we found that *Dcir* ^−/−^ bone marrow–derived macrophages (BMMs) exhibited greater proliferative and differentiation responses to M-CSF and RANKL, respectively, than wild-type (WT) BMMs. Moreover, *Dcir* ^−/−^ osteoclasts (OCs) increased resorptive activity and cell fusion more significantly than WT OCs. DCIR deficiency affects gene expression patterns in OCs, and we found that the expression of neuraminidase 4 was increased in *Dcir* ^−/−^ OCs. Furthermore, DCIR-NA2 interaction in WT BMMs, but not *Dcir* ^−/−^ BMMs, decreased Akt phosphorylation in response to M-CSF and RANKL. These data suggest that DCIR regulates osteoclastogenesis by downregulating M-CSF and RANKL signaling, and that DCIR-mediated signaling may contribute to the terminal modification of oligosaccharides by controlling the expression of glycosylation enzymes.

## Introduction

Osteoclasts (OCs) are hematopoietic cell–derived bone cells that have a unique ability to absorb bone minerals and are responsible for continuous remodeling of bone structure throughout life. OCs are differentiated from myeloid progenitor cells in the presence of macrophage colony stimulation factor (M-CSF), which promotes proliferation, survival, and mobility of monocyte/macrophage lineage cells, and receptor activator of nuclear factor-κB ligand (RANKL), which is responsible for gene expression of osteoclastogenesis (1). The binding of M-CSF to its receptor, CSF-1R, initiates signaling pathways such as those related to PLC-γ and Akt, and DAP12, a signal adaptor molecule, is indispensable for M-CSF–induced proliferation and survival (2). RANKL binding to its receptor, RANK, transduces a signal *via* TRAF6 and activates the NF-κB and MAPK pathways, leading to induction of expression of NFATc1, the master regulator of osteoclastogenesis (3). NFATc1 and other transcription molecules, including PU.1 and AP-1, promote the expression of osteoclastogenic genes.

Receptors originating from immunological cells interact with signaling pathways downstream of RANK. The induction of NFATc1 is strengthened by the calcium signal that is regulated by DAP12 and FcRγ, immunoreceptor tyrosine-based activation motif (ITAM)-harboring molecules that associate with immunoglobulin-like receptors (TREM2, SIRPβ1, OSCAR, PIR-A, and FcγRIII) and C-type lectin receptors (CLRs) (Siglec15 and Mincle) (4–6). Inhibitory signals mediated by the tyrosine phosphatases SHP-1 and SHP-2, which are recruited *via* an immunoreceptor tyrosine-based inhibitory motif (ITIM), counter-regulate signals downstream of the ITAM-harboring receptors in the immune system. Recent studies showed that ITIM-harboring receptors (PIR-B, gp49B, SIRPα, PECAM-1, and CLM-1) negatively regulated OC development and functions (7–11). Moreover, Maruhashi et al. revealed that dendritic cell immunoreceptor (DCIR), an inhibitory CLR, maintains bone homeostasis, and that *Dcir* ^−/−^ mice spontaneously developed joint ankylosis with age (12). Although ITIM-harboring immunoreceptors are critical regulators that determine the thresholds of cell activities and prevent their overactivation, the physiological functions of these immunoreceptors in OCs remain to be clarified.

DCIR is a unique CLR characterized by a canonical ITIM in its cytoplasmic portion (13) and by inhibitory functions mediated by ITIM-transduced inhibitory signals (14). *Dcir* ^−/−^ mice spontaneously develop autoimmune sialadenitis and enthesitis and exhibit increased susceptibility to animal models of autoimmune diseases such as rheumatoid arthritis and multiple sclerosis (15, 16). Aged *Dcir* ^−/−^ mice show bone abnormalities, including fibrocartilage proliferation and heterotopic ossification in joints, due to the expansion of IFNγ-producing T cells (12, 17), indicating that DCIR plays an important role in negatively regulating not only bone metabolism, but also the immune system. In general, a ligand must bind to a receptor in order to induce the receptor’s functions, and we have identified asialo-biantennary N-glycan (NA2) as a DCIR ligand. Neuraminidases remove the terminal sialic acid residue from oligosaccharides and expose NA2. When the neuraminidase derived from *Arthrobacter ureafaciens* was administered to mice with collagen-induced arthritis, it improved their clinical score and ameliorated the bone damage in the ankle joints in a DCIR-dependent manner. DCIR is expressed in OCs in addition to dendritic cells (DCs) and neutrophils, and DCIR deficiency enhanced osteoclastogenesis in the presence of M-CSF and RANKL. Furthermore, DCIR–NA2 interaction suppressed osteoclastogenesis (18). However, the signaling pathway underlying DCIR control of OC differentiation and functions remains to be elucidated.

In this study, we examined this issue and showed that *Dcir* ^−/−^ bone marrow–derived macrophages (BMMs) were more responsive to M-CSF and RANKL than WT BMMs. *Dcir* ^−/−^ BMMs showed greater proliferation than WT BMMs in response to M-CSF, and DCIR deficiency enhanced osteoclastogenesis in response to RANKL. In addition, while *Dcir* ^−/−^ OCs exhibited increased resorption activity and cell fusion compared to WT OCs, the two cell types showed comparable formation of actin rings, a characteristic structure of OCs responsible for bone resorption. DCIR deficiency affected gene expression patterns in OCs, and the gene sets associated with biosynthetic and metabolic processes were increased in *Dcir* ^−/−^ OCs. DCIR binding to NA2 suppressed Akt phosphorylation downstream of MCSF and RANKL signaling. These observations suggest that DCIR is a unique receptor that negatively regulates M-CSF and RANKL signaling by binding to NA2, and that the DCIR–NA2 axis is a potential target in bone metabolic diseases.

## Results

### *Dcir* ^−/−^ BMMs are hyperresponsive to M-CSF and RANKL

We previously found that DCIR is expressed in macrophages and OCs, and its deficiency resulted in enhanced osteoclastogenesis in the presence of M-CSF and RANKL (18). To understand how *Dcir* ^−/−^ BMMs increase OC formation, we examined the *in vitro* differentiation of tartrate-resistant acid phosphatase (TRAP)-positive mononuclear cells (MNCs), which are destined to differentiate into OCs just before they fuse with each other. Upon incubation of BMCs with M-CSF for 4 days, the number of TRAP^+^ *Dcir* ^−/−^ MNCs was significantly increased compared with that of WT MNCs (**Figure 1A**). To examine the responsiveness of *Dcir* ^−/−^ BMMs to M-CSF and RANKL, we analyzed osteoclastogenesis in WT and *Dcir* ^−/−^ BMMs by increasing M-CSF concentrations in the presence of low concentrations of RANKL, and vice versa. *Dcir* ^−/−^ BMCs differentiated into TRAP^+^ multinucleated cells more efficiently than WT BMCs (**Figures 1B, C**), suggesting that DCIR deficiency causes BMMs hyperresponsivity to M-CSF and RANKL. Consistent with this, *Dcir* ^−/−^ BMMs exhibited a stronger proliferative response to M-CSF than WT BMMs (**Figure 2A**), indicating that DCIR-mediated signaling downregulates M-CSF–induced proliferation. Although M-CSF is involved in the survival of OCs as well as in their proliferation (19), OC apoptosis were not affected by DCIR deficiency (**Figure S1A**). Furthermore, *Dcir* ^−/−^ BMMs differentiated into multinucleated OCs much more efficiently than WT BMMs, even under low concentrations of RANKL (25 and 50 ng/ml) (**Figure 2B**). Thus, both M-CSF–induced TRAP^+^ MNC proliferation and RANKL-induced multinucleated OC differentiation were enhanced in *Dcir* ^−/−^ BMMs.

**Figure 1:**
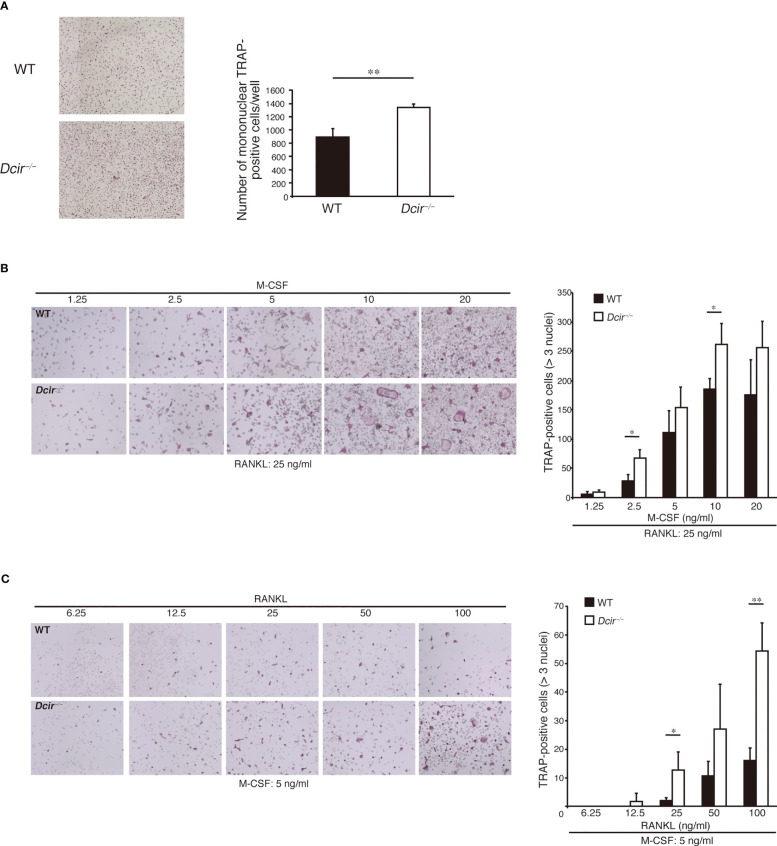
DCIR-deficient osteoclast precursor cells are hyper-responsive to M-CSF and RANKL. **(A)**. TRAP+ MNC differentiation from BMMs was induced by incubation with M-CSF (20 ng/ml) and RANKL (100 ng/ml), and inspected on day 2 just before the appearance of multinuclear cells. Objective 4×. **(B, C)** TRAP+ OC differentiation from non-adherent BMCs was examined in the presence of the indicated concentrations of M-CSF and a low concentration of RANKL (25 ng/ml) **(B)**, or the indicated concentrations of RANKL and a low concentration of M-CSF (5 ng/ml) **(C)**. Objective 4×. The data are representative of three independent experiments. The error bars present means ± standard deviation (s.d) of triplicate cultures. *P<0.05, **P<0.01.

**Figure 2:**
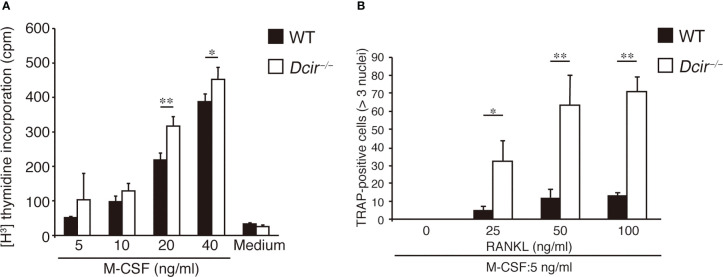
Osteoclast proliferation and differentiation are increased in response to M-CSF and RANKL. **(A)** BMMs (300,000 cells per well) were incubated at the indicated concentrations of M-CSF for 2–3 h in 96-well plates, and [3H] thymidine incorporation was examined for 48 h. **(B)** OC differentiation from BMMs (500,000 cells) was examined in the presence of various concentrations of RANKL and a low concentration of M-CSF (5 ng/ml) for 3 days. The data are representative of two independent experiments. The error bars present means ± s.d of triplicate cultures. *P<0.05, **P<0.01.

### DCIR deficiency does not affect the development of OC precursors

OCs are formed by the fusion of monocyte lineage cells that originate from hematopoietic cell populations in bone marrow (BM) and peripheral blood. We examined whether DCIR–NA2 interaction affected the development of OC precursors in BM. We determined the frequency of OC precursors with flow cytometer. The frequency of CD11b^lo^Ly6C^hi^ OC precursors (20) in *Dcir* ^−/−^ BMCs was comparable with that of WT mice (**Figures S2A, B**). Moreover, we examined the RANK (CD265)– and c-fms (CD115)–expressing OC precursors in BMC (21) and there were no differences of CD265+cells, CD265+CD115+cells, and CD115+cells between WT and *Dcir* ^−/−^ BMCs (**Figures S2C, D**). Furthermore, we evaluated the frequency of OC precursor populations expressing c-kit (CD117) and CD115 (22). In CD11b^-/low^B220^-^CD3^-^ (triple negative) cells, the percentage of CD117^hi^CD115+cells, CD117^int^CD115+cells, and CD117^low^CD115+cells were comparable between WT and *Dcir* ^−/−^ BMCs (**Figures S2E, F**). These data suggest that DCIR is not involved in the differentiation of these precursors.

### DCIR deficiency enhances OC resorptive activity and cell fusion

We previously revealed that the number of OCs in the distal metaphysis of the tibia was increased in *Dcir* ^−/−^ mice and the *in vitro* induction of OCs was enhanced in *Dcir* ^−/−^ BMMs compared to WT (12, 18). Therefore, we studied the roles of DCIR in OC differentiation and resorptive activity using a mouse model of osteoporosis involving intraperitoneal injection of modified RANKL (glutathione-S-transferase (GST)-fused RANKL) (**Figure 3A**). In this model, systemic bone loss is induced by an increase in the number of OCs (23). We injected 10 μg of GST-RANKL into each mouse in order to induce minimum osteoclastic responses in WT mice. As shown in **Figure 3B**, *Dcir* ^−/−^ mice exhibited significantly increased serum calcium levels after GST-RANKL administration, while this increase was not observed in WT mice, indicating that DCIR negatively regulates RANKL-mediated osteoclastogenesis *in vivo*. Moreover, *Dcir* ^−/−^ TRAP^+^ cells contained more nuclei per cell than WT TRAP^+^ cells after induction of OC differentiation with M-CSF and RANKL (**Figure 3C**), indicating increased fusion activity of *Dcir* ^−/−^ BMMs. The number of pits formed by OCs on inorganic crystalline calcium phosphate and the sizes of the resorption areas were significantly increased in *Dcir* ^−/−^ OCs (**Figure 3D**). By contrast, DCIR deficiency had only a marginal effect, if any, on the formation of actin rings, a structure required for OC resorption activity (**Figure 3E**). These data suggest that DCIR is directly involved in osteoclastic activities such as bone resorption and cell–cell fusion.

**Figure 3:**
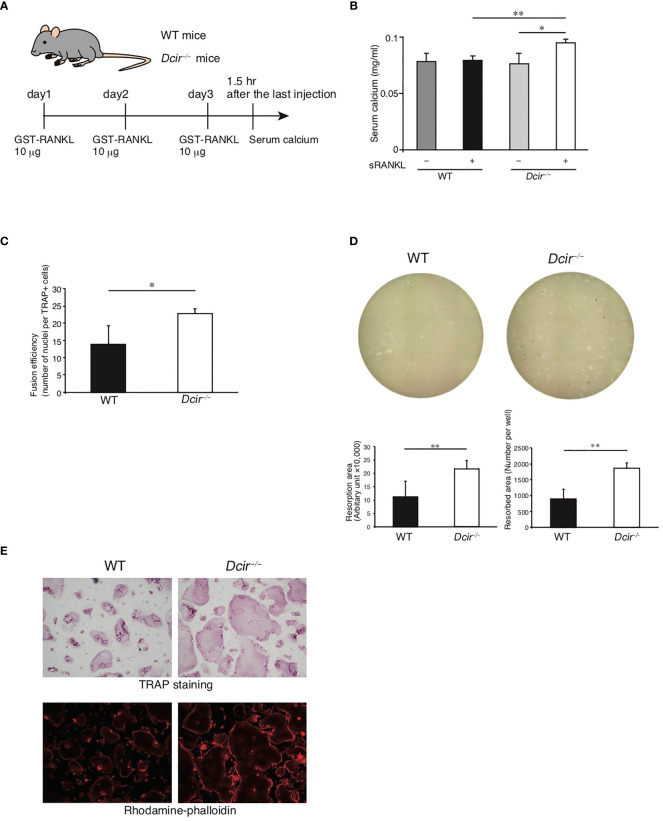
Resorption activity and cell fusion are increased in *Dcir* ^−/−^ osteoclasts but actin-ring formation activity is unchanged. **(A)** Experimental design of RANKL-induced bone destruction for evaluating in vivo DCIR deficiency. PBS or GST-RANKL were intraperitoneally administered for 3 days and mice were sacrificed 90 min after the last administration. **(B)** Serum concentrations of calcium ions in RANKL-injected mice. Serum concentrations of calcium ions were determined after the third intraperitoneal injection of RANKL or PBS [WT; GST-RANKL (n=4) and PBS (n=4), *Dcir* ^−/−^ mice; GST-RANKL (n=4) and PBS (n=4)]. Data are representative of two independent experiments. Statistical significance was evaluated by one-way ANOVA with Dunnett’s post hoc test (**P<0.01; *P<0.05). **(C)** WT and *Dcir* ^−/−^ BMMs were induced to form OCs by M-CSF and RANKL, followed by staining with TRAP and hematoxylin for counting OCs and nuclei, respectively. The fusion efficiency value is defined as the number of nuclei divided by the number of OCs. The bars represent the means ± s.d. of triplicate cultures. *P<0.05. **(D)** Pit formation assay in an Osteo Assay Plate. The images of the Osteo Assay Plate well were taken at objective 4×. Bars represent the means ± s.d. of triplicate cultures. **P<0.01. **(E)** OC formation was assessed by TRAP staining, and the actin structure of OCs was detected using rhodamine phalloidin. Images of rhodamine phalloidin were acquired by fluorescence microscopy. Data are representative of three independent experiments **(B–D)**.

### DCIR deficiency affects the gene expression pattern in OCs

To further examine the effect of DCIR deficiency on osteoclastogenesis, we analyzed the transcriptional profiles of OCs that underwent 4 days of culture in the presence of RANKL. 

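The RNA-seq data compare 3 libraries of WT OCs, numbered 3, 82 and 94, with 3 libraries of Dcir-/- OCs, numbered 21, 22 and 83. OCs are multinucleated cells that resorb bone. They were induced from bone marrow macrophages (BMMs) with 20 ng/ml of M-CSF, which BMMs need for survival and growth, and 100 ng/ml of RANKL, which turns them into OCs. By the paper, BMMs grew for 2 days in M-CSF and then for 4 days with RANKL, whereas the sample labels describe cells at day 4 with 2 days of RANKL. The paper's times are used here. Its WT control mice were bought from a supplier and then kept beside the Dcir-/- mice, so genotype cannot be told apart from the origin of the mice. Neither the paper nor the labels say whether the numbered libraries came from separate mice or cultures, so p-values here measure only the spread between these libraries, which may be technical. RNA with an integrity number above 7.0 was made into stranded libraries of polyadenylated RNA. The authors trimmed the reads with Trim Galore 0.6.6, aligned them to the mouse genome mm10 with HISAT2 2.2.0, counted reads on the exons of each gene with Rsubread v1.32.4 and compared the groups with edgeR v3.24.3. The type of test, the filter on low counts and the threshold behind the gene counts are not named in the paper's text, which gives an absolute fold change over 0.5 for its GO analysis. The deposited table lists 21492 genes, each with 1 value per library, the authors' log2 fold change and their adjusted p.
The values per library are counts that the authors adjusted to a common library size. Most of them (95.8% to 99.8% per library) are not whole numbers, and they sum to 33035020.2 to 34068308.6 in the Dcir-/- libraries (median 33623801.2) and to 33155299.7 to 33931297.4 in the WT libraries (median 33652708.4), so the sequencing depth of a single library cannot be read from them. Each value was divided by the mean total of 33577739.2 and is given in CPM, where 1 CPM stands for 33.6 adjusted counts. For the 14047 genes with at least 1 CPM in 3 or more libraries, log2(CPM + 1) was compared between genotypes with limma (trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes on this scale understate the change of genes near 1 CPM. Lists of genes, fixed before the data were examined, were counted gene by gene and tested as sets with limma's camera. It compares a list with all other genes at a preset correlation of 0.01 between genes, with p adjusted over 35 lists. In a principal component analysis of the tested genes, WT library 3 stood apart from the other libraries on the first component, which held 53.5% of the variance, and WT library 94 on the next, which held 27.5%.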

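Clec4a2, the gene of DCIR itself, was at 0.812 ± 0.329 CPM (mean ± SD, n = 3) in Dcir-/- OCs and at 268 ± 25.9 CPM (SD, n = 3) in WT OCs. Its adjusted counts were 26.5, 38.7 and 16.7 in Dcir-/- libraries 21, 22 and 83, and 9245, 8023 and 9708.5 in WT libraries 3, 82 and 94, as the genotype labels give them. Across the genome, 21 genes were higher and 41 were lower in Dcir-/- OCs at an adjusted p under 0.05 from limma. Among the higher genes, Tmem72, which encodes a transmembrane protein, rose from 0.0962 ± 0.0312 CPM in WT OCs to 11.6 ± 2.53 CPM in Dcir-/- OCs (SD, n = 3 each). Among the lower genes, Klra17, a member of the Ly49 family of lectin-like receptors, fell from 19.6 ± 3.82 to 4.22 ± 0.650 CPM, and C1qa, which encodes a chain of complement component C1q, fell from 124 ± 22.3 to 46.2 ± 8.66 CPM (SD, n = 3 each).
The log2 fold change of Clec4a2 was -7.22 with a standard error (SE) of 0.15 (adjusted p = 1.38e-07 from limma). The gene lies on chromosome 6 of mm10 from 123106428 to 123143999. Its paralog Clec4a4, which may share reads with it, changed by -0.999 (SE 0.115; adjusted p = 0.0166 from limma). Of 8 tested genes of the cluster around Clec4a2, both of these were lower, 6 were lower when adjusted over the list alone and 6 did not pass over all genes. Among the latter were Clec4a3 at -0.70 (SE 0.21) and Clec4b1 at -0.76 (SE 0.25). This list, which holds the deleted gene, was lower by camera (adjusted p = 3.09e-09; adjusted p = 0.174 with an estimated correlation).
Tmem72, on chromosome 6 from 116679063 to 116716913, had the largest rise, a log2 fold change of 3.51 (SE 0.17; adjusted p = 9.12e-05 from limma). Msl3, a subunit of a histone H4 acetyltransferase complex, rose by 1.11 (SE 0.07), Hccs, which attaches heme to cytochrome c, by 1.10 (SE 0.09) and Rab9, a GTPase of transport from late endosomes to the Golgi apparatus, by 1.00 (SE 0.08). Gpm6b, a membrane glycoprotein gene, rose by 0.97 (SE 0.11), Ofd1, a gene of centrioles and cilia, by 0.86 (SE 0.10) and the noncoding RNA 2310001H17Rik by 1.02 (SE 0.11). Amd2 rose by 1.62 (SE 0.13), but it may share reads with Amd1, the S-adenosylmethionine decarboxylase gene it resembles, which was at -0.08 (SE 0.08; adjusted p = 0.772 from limma). Reads of Mir5114, higher by 1.47 (SE 0.16), cannot be told from those of Scd2, within which it lies on the same strand, and Gm37376, higher by 0.72 (SE 0.08), overlaps Malat1 on the opposite strand.
Besides Clec4a2, the lower genes with the smallest p were Klra17 at -1.97 (SE 0.16), Pf4, a chemokine of platelets and macrophages, at -1.49 (SE 0.12), Clec1b, a lectin receptor of platelets and myeloid cells, at -1.21 (SE 0.13) and Cd81, a tetraspanin, at -1.16 (SE 0.13). C1qa was at -1.41 (SE 0.16), Cbr2 at -1.31 (SE 0.16), the peptidoglycan recognition protein gene Pglyrp1 at -1.12 (SE 0.14) and Synpo2 at -0.86 (SE 0.11). All 62 changed genes had no overlap between the groups, as had 2780 (19.8%) of the tested genes, where chance gives 10%. Of the 17 tested genes that Figure 4A labels, 8 were higher, 8 were lower and Smad4 did not pass (-0.08, SE 0.09), and the counts over the list alone were equal. The study chose these labels on the same samples, so they are not independent evidence of a direction, and their list, which goes both ways, did not pass camera (adjusted p = 0.967). Klra3 was listed at 0 in all 3 Dcir-/- libraries and at 2.15, 0.793 and 0.724 CPM in WT libraries 3, 82 and 94, below the filter. Pzp was below it too, at 0.336 ± 0.0829 CPM in Dcir-/- OCs and 0.0100 ± 0.0173 CPM in WT OCs (SD, n = 3 each).
Leaving out a library moved the counts of higher and lower genes by limma to 3 and 5 without Dcir-/- library 21, to 1 and 1 (Msl3 and Clec4a2) without 22 and to 3 and 3 without 83. The counts moved to 39 and 87 without WT library 3, to 6 and 3 without WT library 82 and to 20 and 55 without WT library 94.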

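The changed genes were not spread evenly over the chromosomes. Within 20 Mb of Clec4a2 on chromosome 6, and leaving Clec4a2 out, 10 of 241 tested genes had changed, against 51 of 13783 elsewhere (odds ratio 11.65, 95% confidence interval 5.21 to 23.6, two-sided Fisher's exact test, p = 7.80e-08). Depp1, Tmem72, Slc6a12 and 2310001H17Rik were higher and Dppa3, Clec4a4, Cd4, Clec1b, Klra17 and Hebp1 were lower. The window was set because several genes that Figure 4A labels lie on chromosome 6. Depp1, Tmem72, Dppa3, Cd4, Clec1b and Klra17 are among those labels. The study chose them on the same samples, so the p of this test is not independent evidence of an excess. Cd4, the T cell coreceptor gene, was at 4.41 ± 0.353 CPM in Dcir-/- OCs and 22.2 ± 11.6 CPM in WT OCs (SD, n = 3 each), a log2 fold change of -1.99 (SE 0.29; adjusted p = 0.0388 from limma). On the X chromosome all 8 changed genes were higher and lay between 166238911 and 169370003, a stretch of 3.13 Mb bounded by its outermost changed genes (Gpm6b, Ofd1, Rab9, Tceanc, Msl3, Hccs, Gm15246 and BC022960). By limma none of the 397 other tested X genes had changed. In this stretch 14 of 15 tested genes had a higher mean in Dcir-/- OCs. Genes there that did not pass were Arhgap6 at 1.02 (SE 0.20), Trappc2 at 0.80 (SE 0.15), Prps2 at 0.76 (SE 0.13), the Toll-like receptor genes Tlr8 at 0.41 (SE 0.43) and Tlr7 at 0.27 (SE 0.40), Tmsb4x at 0.24 (SE 0.10) and the pseudogene Rpl7a-ps11 at -0.06 (SE 0.17). Over all chromosomes, the count of changed genes was high on chromosome 6 (12 genes, adjusted p = 6.34e-04) and X (adjusted p = 0.00390) in Fisher's exact test over the genes called by limma. Without Dcir-/- library 22, 1 changed gene was left outside this window and none inside, too few to ask for an excess near Clec4a2. Of the 8 X genes, limma called Msl3 alone without Dcir-/- library 22, Hccs, Msl3 and Rab9 without Dcir-/- library 21 or 83 or WT library 82, 7 without WT library 94 and all 8 without WT library 3, so the count and the bounds of the stretch move with single libraries. The median log2 fold change of its 15 genes, over which the 8 called genes weigh, stayed at 0.94 to 1.02 without each library in turn (pseudocount 0.1 CPM).

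**Figure D1:**
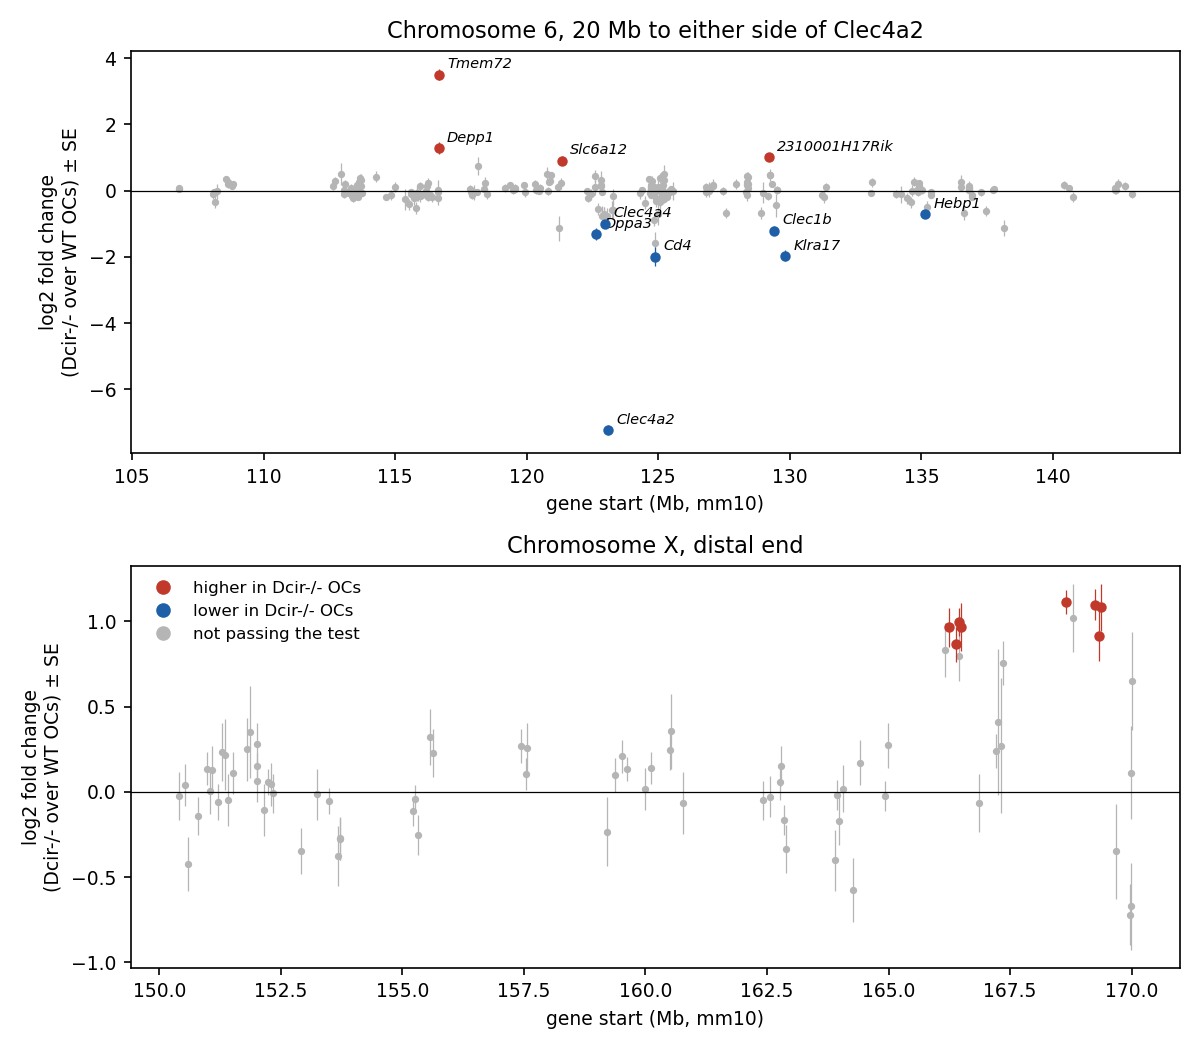
Log2 fold change of each tested gene (Dcir-/- over WT OCs, y axis, with the SE as a bar) by its start in Mb on mm10 (x axis), within 20 Mb of Clec4a2 on chromosome 6 (top) and at the distal end of chromosome X (bottom). Red points are higher, blue points lower and grey points not passing the test over 3 against 3 libraries. Clec4a2 lies at -7.22 and Tmem72 at 3.51, and the 8 red points of the X chromosome lie toward its distal end, with grey points among them.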

The expression of 121 genes in *Dcir* ^−/−^ OCs was significantly upregulated compared with WT OCs, while that of 431 genes was remarkably downregulated (**Figures 4A, B**). 

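Ctsk, which encodes the collagen-degrading protease cathepsin K, was at 3260 ± 352 CPM in Dcir-/- OCs and 3095 ± 312 CPM in WT OCs (SD, n = 3 each). Acp5, the gene of tartrate-resistant acid phosphatase, was at 4268 ± 507 and 4037 ± 330 CPM, and Nfatc1, the transcription factor at the head of the RANKL response, was at 827 ± 41.2 and 745 ± 34.9 CPM (SD, n = 3 each). The log2 fold changes were 0.07 (SE 0.12; adjusted p = 0.854 from limma) for Ctsk, 0.08 (SE 0.12; adjusted p = 0.850 from limma) for Acp5 and 0.15 (SE 0.08; adjusted p = 0.505 from limma) for Nfatc1, none of which passed the test. Of 30 genes of OC differentiation and resorption, 26 had a higher mean in Dcir-/- OCs. By limma 0 passed over all genes, 0 passed when adjusted over the list alone, and 7 were higher and 1 was lower at an unadjusted p under 0.05. The smallest p belonged to Slc9b2 at 0.33 (SE 0.09), the integrin gene Itgb3 at 0.41 (SE 0.13), the calcitonin receptor gene Calcr at 0.50 (SE 0.17) and Ppargc1b at 0.32 (SE 0.12). As a set the list, with a median log2 fold change of 0.14, was higher in Dcir-/- OCs by camera (adjusted p = 2.80e-04). That call was lost in the same test (adjusted p = 0.444 with an estimated correlation) and in limma's fry, which asks only whether the genes move one way (adjusted p = 0.208). In fgsea, which ranks all genes and takes no account of correlation between them, the list passed as higher (adjusted p = 0.00532). Without Dcir-/- library 21 the values of Ctsk and Acp5 turned to -0.01 each, and the mean difference of the list moved from 0.12 to 0.07.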

*Dcir* ^−/−^ OCs showed increased expression of osteoclastogenic genes upregulated by RANKL stimulation, such as *Ctsk*, *Acp5*, and *Nfatc1* (**Figure S3A**). Gene ontology (GO) analysis of the gene expression in *Dcir* ^−/−^ DCs showed that DCIR deficiency upregulated the gene sets associated both with antigen presentation and with T cell proliferation, cytokine activity, and receptor signaling (18). However, WT and *Dcir* ^−/−^ OCs exhibited a smaller number of gene sets involved in these DC functions, and *Dcir* ^−/−^ OCs tended to demonstrate fewer such gene sets compared to WT OCs, meaning that DCIR deficiency facilitates differentiation into OCs (**Figure S3B**). 

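Of 11 tested genes of MHC class II antigen presentation, all had a lower mean in Dcir-/- than in WT OCs, with a median log2 fold change of -0.46. Lgmn, a lysosomal protease gene, was at 295 ± 26.5 CPM in Dcir-/- OCs and 474 ± 130 CPM in WT OCs, and Ctss, whose product cathepsin S trims the invariant chain, at 583 ± 104 and 977.5 ± 343 CPM (SD, n = 3 each). The list of T cell costimulation and proliferation also holds genes that restrain T cells, such as Cd274, Havcr2 and Vsir. Its genes were lower in mean in 11 of 12 cases (median -0.51), among them Lgals9 at -1.41 (SE 0.30) and Cd86, a ligand of CD28, at -1.23 (SE 0.30). Of 9 tested dendritic cell markers, 7 were lower in mean, with Irf8 at -0.67 (SE 0.25), Cd24a at -0.31 (SE 0.15), Itgax at 0.65 (SE 0.28) and Zbtb46 at 0.27 (SE 0.15).
By limma 0 genes of these lists passed over all genes. Adjusted over the list alone, 1 MHC class II gene (Lgmn), 5 genes of the costimulation list (Lgals9, Cd86, Cd48, Cd40 and Il18) and 0 dendritic cell markers passed, all lower. At an unadjusted p under 0.05 limma gave 2 lower MHC class II genes, 6 lower genes of the costimulation list, and 1 higher and 1 lower dendritic cell marker. H2-DMb1 at -0.26 (SE 0.13) and H2-DMa at -0.41 (SE 0.21), which load peptides onto MHC class II, did not pass, while Cd48 was at -0.63 (SE 0.17) and Cd40 at -0.92 (SE 0.28). By camera the MHC class II list was lower (adjusted p = 2.80e-04; adjusted p = 0.440 with an estimated correlation) and the costimulation list was lower (adjusted p = 1.75e-06; adjusted p = 0.364 with an estimated correlation). The dendritic cell markers did not pass camera (adjusted p = 0.383), except with a filter of 1 adjusted count in any library (adjusted p = 0.0297). Markers of macrophages, monocytes and neutrophils had lower medians in Dcir-/- OCs beside them, at -0.81, -0.77 and -0.78.
WT library 3 held the highest level of these lists, above the mean of the 6 libraries by 0.91 on the log2 scale for MHC class II, 0.81 for costimulation and 0.46 for the dendritic cell markers. Dcir-/- library 21 held the lowest level of the MHC class II and costimulation lists, at -0.58 and -0.62. WT library 94 was at -0.26 for MHC class II, below Dcir-/- libraries 22 and 83. Leaving out WT library 3 moved the mean difference of the genotypes from -0.48 to -0.14 for MHC class II, from -0.68 to -0.45 for costimulation and from -0.15 to 0.04 for the dendritic cell markers. Without it the MHC class II list no longer passed camera (adjusted p = 0.0569). In fry over all 6 libraries neither the MHC class II list (adjusted p = 0.377) nor the costimulation list (adjusted p = 0.195) passed. Both passed fgsea as lower (adjusted p = 0.00695 and 0.00514), which takes no account of correlation between genes.

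**Figure D2:**
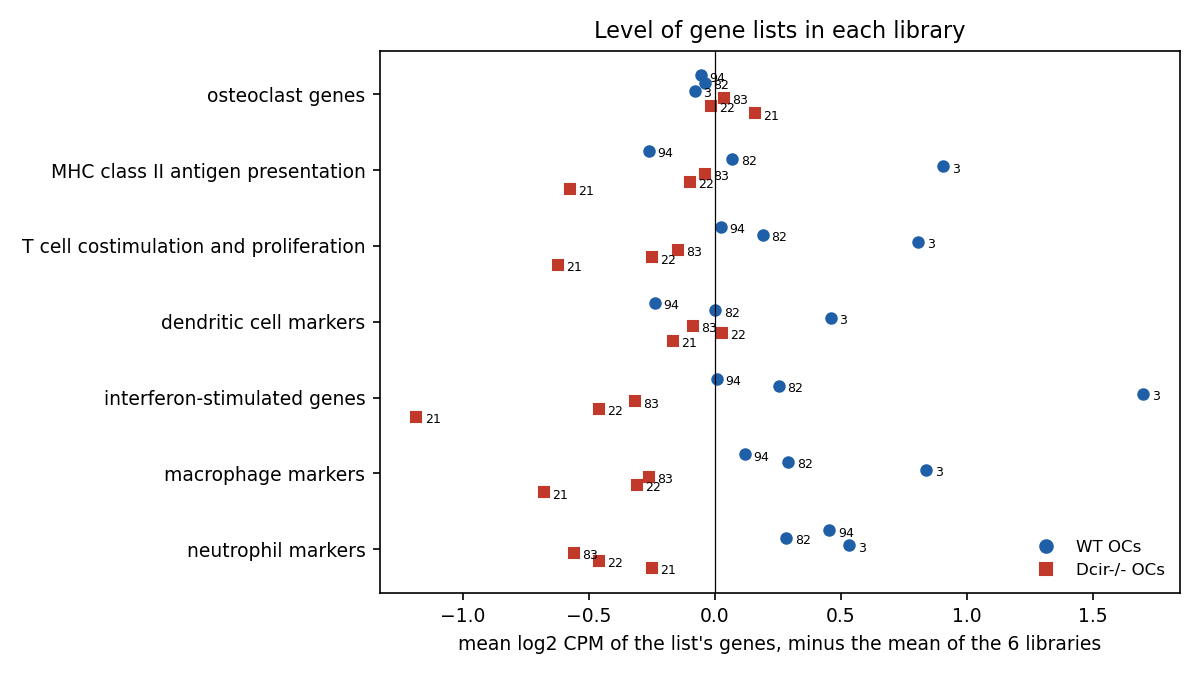
Mean level of each gene list in each library (x axis, log2 CPM minus the mean of the 6 libraries; 1 line of points per list), with WT OCs as blue circles and Dcir-/- OCs as red squares, numbered by library. WT library 3 lies farthest to the right for the MHC class II list (0.91) and for the interferon-stimulated genes (1.70), while the OC genes of all libraries lie within 0.16 of the mean.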

To understand the biological characteristics of genes whose expression changes as a result of DCIR deficiency, we conducted gene set enrichment analysis (GSEA) in WT and *Dcir* ^−/−^ OCs. We identified diverse gene sets, including those involved in cholesterol biosynthesis and fatty acid biosynthesis in *Dcir* ^−/−^ OCs, and those related to the oxidative stress response and the IL-9 signaling pathway in WT OCs (**Figures 4C, D**). 

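Of 21 tested genes of cholesterol synthesis, 16 had a higher mean in Dcir-/- than in WT OCs, with a median log2 fold change of 0.22. Lss, which makes lanosterol, was at 44.8 ± 1.35 CPM in Dcir-/- OCs and 33.2 ± 1.88 CPM in WT OCs (SD, n = 3 each). Fatty acid synthesis genes were higher in mean in 20 of 23 cases (median 0.19), among them Acsl3, an acyl-CoA synthetase gene, at 0.75 (SE 0.14) and the elongase gene Elovl5 at 0.32 (SE 0.07). Of 32 genes of the oxidative stress response, 26 were lower in mean in Dcir-/- OCs (median -0.17). The smallest p belonged to Mgst1, a microsomal glutathione transferase gene on chromosome 6 within 20 Mb of Clec4a2, at -1.14 (SE 0.24) and Hmox1, the heme oxygenase gene, at -0.70 (SE 0.16). Of 19 genes of IL-9 signaling, 14 were lower in mean (median -0.08). The receptor gene Il9r itself was below the filter at 0.625 ± 0.403 CPM in Dcir-/- OCs and 0.575 ± 0.504 CPM in WT OCs (SD, n = 3 each).
Gene by gene, limma called 0 cholesterol synthesis genes over all genes and 9 higher when adjusted over the list alone (9 higher at an unadjusted p under 0.05). Among these the log2 fold changes were 0.42 (SE 0.08) for Lss, 0.41 (SE 0.10) for Sc5d and 0.41 (SE 0.10) for Fdps. In fatty acid synthesis 1 gene, Scd2, was higher over all genes and 6 were higher when adjusted over the list alone. In the oxidative stress response limma called 0 genes over all genes and 2 lower, Mgst1 and Hmox1, when adjusted over the list alone (11 lower at an unadjusted p under 0.05). Gpx3 was at -0.37 (SE 0.12) and Cyba at -0.26 (SE 0.09). In IL-9 signaling limma called 0 genes over all genes and 0 adjusted over the list alone (3 lower at an unadjusted p under 0.05). Genes of this list that serve many cytokines were Il2rg, the shared gamma chain of interleukin receptors, at -0.43 (SE 0.12), Mapk3 at -0.24 (SE 0.10) and Socs3 at -0.39 (SE 0.21).
Camera gave an adjusted p of 1.59e-05 for cholesterol synthesis (adjusted p = 0.174 with an estimated correlation) and of 2.35e-06 for fatty acid synthesis (adjusted p = 0.119 with an estimated correlation), both higher. The oxidative stress list was lower by camera (adjusted p = 2.78e-05; adjusted p = 0.174 with an estimated correlation), as was the IL-9 list (adjusted p = 0.0239; adjusted p = 0.539 with an estimated correlation). By fgsea cholesterol and fatty acid synthesis passed as higher (adjusted p = 8.78e-05 each) and oxidative stress as lower (adjusted p = 0.0184). In limma's fry cholesterol and fatty acid synthesis passed (adjusted p = 0.0168 and 0.00648), and the oxidative stress and IL-9 lists did not (adjusted p = 0.0936 and 0.406). WT library 3 held the highest level of the oxidative stress and IL-9 lists, 0.26 and 0.20 above the mean of the libraries on the log2 scale. Without it the mean difference of the genotypes moved from -0.22 to -0.14 and from -0.12 to -0.05. The IL-9 list did not pass camera without it (adjusted p = 0.366) or without Dcir-/- library 21 (adjusted p = 0.0648), nor did it pass fgsea (adjusted p = 0.0868). In its Discussion the paper proposes a part for DCIR signals in metabolic processes, specifically the synthesis of lipids and glycolysis.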

GO analysis highlighted biosynthetic and metabolic processes and ion transmembrane transporters in the transcriptional signatures of *Dcir* ^−/−^ OCs (**Figure 4E**). In addition, we observed higher expression of genes associated with cell adhesion in *Dcir* ^−/−^ OCs than in WT OCs (**Figure 4F**, which is consistent with an earlier study showing that M-CSF is involved in macrophage adhesion (2).

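Scd2, which encodes a stearoyl-CoA desaturase that makes monounsaturated fatty acids, rose from 171 ± 48.7 CPM in WT OCs to 440 ± 70.6 CPM in Dcir-/- OCs (SD, n = 3 each). Scd1 was at 2.96 ± 0.399 CPM in Dcir-/- OCs and 1.09 ± 0.294 CPM in WT OCs (SD, n = 3 each), while Scd4 (0.487 and 0.258 CPM) and Scd3 (0.1002 and 0.0496 CPM) lay below the filter. Slc6a12, a betaine and GABA transporter gene, rose from 17.1 ± 2.11 to 33.2 ± 5.68 CPM, and the organic anion transporter gene Slco4a1 was at 82.4 ± 6.58 CPM in Dcir-/- OCs and 53.6 ± 6.59 CPM in WT OCs (SD, n = 3 each). All 7 tested ion transporter genes and all 11 tested genes of macromolecule metabolism that Figure 4E prints had a higher mean in Dcir-/- OCs.
The log2 fold change of Scd2 was 1.39 (SE 0.21; adjusted p = 0.0440 from limma). That of Scd1 was 0.93 (SE 0.16; adjusted p = 0.0599 from limma), which did not pass. The desaturase genes are close paralogs and may share reads. Both passed when adjusted over the list alone. Of the ion transporters, 1 (Slc6a12, 0.91, SE 0.15; adjusted p = 0.0479 from limma) was higher over all genes. When adjusted over the list alone 6 were higher, among them Slco4a1 at 0.62 (SE 0.11), Slc4a8 at 0.80 (SE 0.16) and Slc9b1 at 0.56 (SE 0.13). Of the macromolecule genes, limma called 0 over all genes and 2 higher, the hyaluronidase gene Hyal1 at 0.57 (SE 0.13) and Fbxl16 at 0.58 (SE 0.17), when adjusted over the list alone (5 higher at an unadjusted p under 0.05). Hecw2 was at 0.50 (SE 0.18) and Hdac9 at 0.42 (SE 0.15). The other 15 transporters and 25 macromolecule genes of the figure lay below the filter, at means of at most 0.258 and 0.870 CPM. Both lists were higher by camera, with an adjusted p of 3.16e-08 for transporters (adjusted p = 0.119 with an estimated correlation) and of 1.32e-05 for macromolecule genes (adjusted p = 0.119 with an estimated correlation). The study chose these genes on the same samples, so the lists are not independent evidence of their direction.
Scd2 did not pass limma without Dcir-/- library 21, 22 or 83 or WT library 82 (adjusted p = 0.137 to 0.196), nor in limma's robust fit (adjusted p = 0.0648), while Scd1 passed without WT library 3 (adjusted p = 0.0466). Slc6a12, which lies within 20 Mb of Clec4a2, did not pass without the same 4 libraries (adjusted p = 0.0661 to 0.262 from limma). It also did not pass with at least 10 adjusted counts in every library, RLE scaling, a pseudocount of 0.1 or 3 CPM or array weights (adjusted p = 0.0511 to 0.0867 from limma).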

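Of the 18 cell adhesion genes that Figure 4F prints, 4 reached the filter, and all 4 had a higher mean in Dcir-/- OCs. Arhgap6, a GTPase-activating protein gene that lies in the distal stretch of the X chromosome with the 8 higher genes, was at 22.6 ± 2.89 CPM in Dcir-/- OCs and 10.9 ± 3.49 CPM in WT OCs, and the receptor tyrosine kinase gene Ret, on chromosome 6 within 20 Mb of Clec4a2, at 2.16 ± 1.19 and 0.831 ± 0.322 CPM (SD, n = 3 each). Icam5 was at 0.38 (SE 0.18) and Ptprk at 0.26 (SE 0.21) on the log2 scale. Among 22 integrin and macrophage adhesion genes listed independently of the figure, 15 were higher in mean, with Spp1 (osteopontin) at 0.41 (SE 0.12) and Vcl (vinculin) at 0.29 (SE 0.09), while Itga9 was at -0.81 (SE 0.19).
By limma 0 genes of the figure's list passed over all genes, 2, Arhgap6 (1.02) and Ret (0.74, SE 0.27), passed when adjusted over the list alone, and 2 were higher at an unadjusted p under 0.05. The list was higher by camera (adjusted p = 0.00217; adjusted p = 0.174 with an estimated correlation), but the study chose its genes on these samples, so it is not independent evidence of a direction. The other 14 genes, all higher in mean in Dcir-/- OCs, were at means of at most 0.694 CPM. For the integrin and macrophage adhesion list limma called 0 genes over all genes and 1 lower, Itga9, when adjusted over the list alone (6 higher and 2 lower at an unadjusted p under 0.05). Its median of 0.16 did not pass camera (adjusted p = 0.0525), but it passed without WT library 3 (adjusted p = 0.00153) or Dcir-/- library 22 (adjusted p = 0.0354), with either other filter, with RLE scaling or with the library total (adjusted p = 0.0362 to 0.0499). Without WT library 94 the list did not pass camera (adjusted p = 0.617), and its mean difference of the genotypes turned from 0.07 to -0.01. Nor did it pass camera with an estimated correlation (adjusted p = 0.512) or array weights (adjusted p = 0.123), fry (adjusted p = 0.377) or fgsea (adjusted p = 0.0868).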

**Figure 4:**
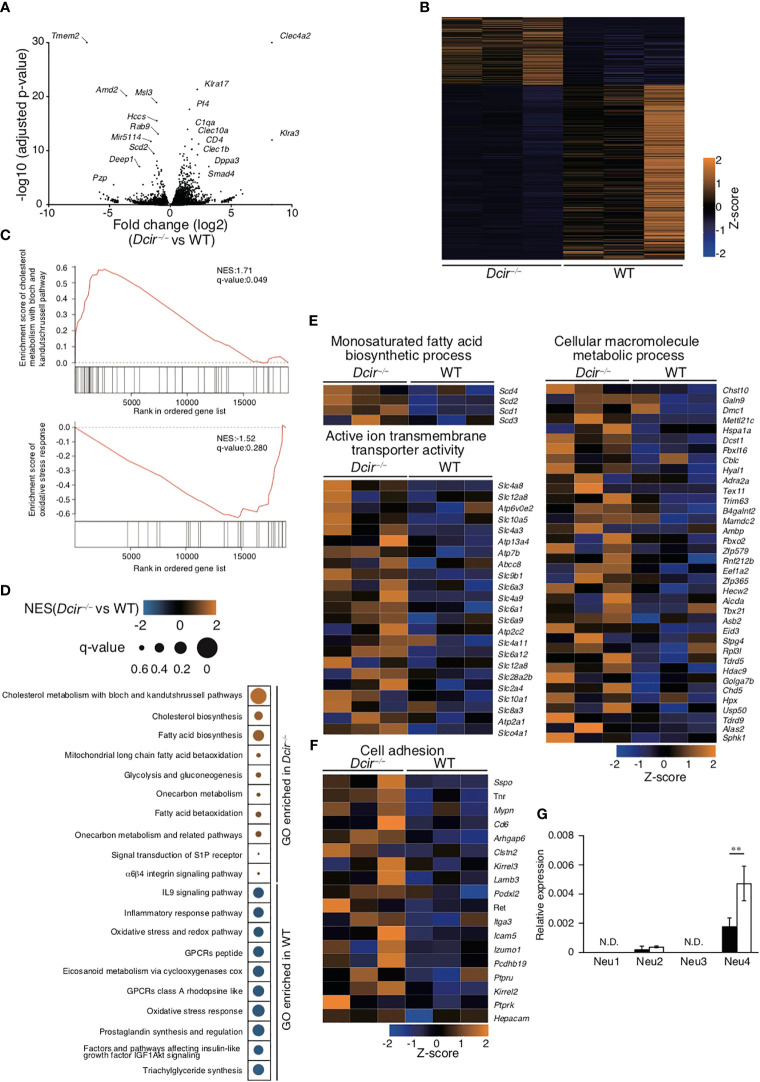
DCIR deficiency changes osteoclast gene expression. **(A)** Changes in gene expression were examined between WT (n=3) and *Dcir* ^−/−^ (n=3) OCs, and −log10 P values versus log2 fold change are plotted on the y and x axes, respectively. Genes with high fold changes are labeled. Genes (Tmem72 and Clec4a2) with a −log10 P value greater than 30 are shown with a value of 30 in the volcano plot. **(B)** Heatmap of changes in gene expression between WT (n=3) and *Dcir* ^−/−^ OCs (n=3). One thousand genes with a high −log10-adjusted P value were selected. **(C, D)** GSEA was conducted to provide insights into biological pathways by searching gene sets in WT and *Dcir* ^−/−^ OCs. Enrichment scores of cholesterol metabolism with the bloch and kandutshrussell pathways in *Dcir* ^−/−^ OCs, and of oxidative stress responses in WT OCs, are shown in **(C)** The normalized enrichment score (NES) and q-value of the indicated gene sets are presented using color- and size-based scales. Orange color and small size indicate high values, and blue color and large size indicate low values. **(E)** Changes in gene expression in the indicated categories associated with biosynthetic and metabolic processes and ion transmembrane transport. The gene changes are shown using a scale from high (orange) to low (blue). **(F)** Genes associated with cell adhesion are shown using a color scale from high (orange) to low (blue). **(G)** Gene expression of neuraminidases in BMMs and OCs. mRNA was collected from OCs induced from BMMs in the presence of M-CSF and RANKL. Neuraminidase-specific mRNAs were quantified by qPCR. The quantity was normalized to Gapdh. The data are representative of three independent experiments **(E)**. The error bars present means ± s.d of triplicate wells. **P<0.01. N.D. stands for "not detected".

We previously identified asialo-biantennary N-glycan (NA2) as a functional ligand for DCIR (18). Neuraminidases catalyze the removal of the terminal sialic acid residue from oligosaccharides, while sialyltransferases transfer sialic acids to the terminal sites of oligosaccharides. The terminal sialyl modification in sugar chains is controlled by the balance between neuraminidases and sialyltransferases; however, RNA sequencing (RNA-seq) in this study did not reveal any obvious differences in the gene expression of neuraminidases or sialyltransferases (**Figure S3C**). 

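Neu1, the lysosomal neuraminidase gene, was at 131 ± 5.71 CPM in Dcir-/- OCs and 138 ± 8.35 CPM in WT OCs (SD, n = 3 each). Neu3, the gene of a plasma membrane neuraminidase, was near the filter at 1.55 ± 0.222 and 1.23 ± 0.218 CPM (SD, n = 3 each), and Neu2 and Neu4 are not listed in the table used here. Of 12 tested sialyltransferase genes, 7 were higher and 5 were lower in mean, with St3gal2 at 90.5 ± 4.94 CPM in Dcir-/- OCs and 75.8 ± 2.55 CPM in WT OCs and St3gal4 at 9.04 ± 0.879 and 14.4 ± 4.02 CPM (SD, n = 3 each). The log2 fold changes were -0.08 (SE 0.08; adjusted p = 0.740 from limma) for Neu1 and 0.19 (SE 0.14; adjusted p = 0.646 from limma) for Neu3. Neither passed over both genes alone. For the sialyltransferases limma called 0 genes over all genes and 0 adjusted over the list alone, with 1 higher (St3gal2, 0.25, SE 0.08) and 1 lower (St3gal4, -0.59, SE 0.18) at an unadjusted p under 0.05. St6galnac4 was at 0.18 (SE 0.10) and St3gal5 at 0.15 (SE 0.10). As a set they did not pass camera (adjusted p = 0.398).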

To further confirm the gene expression patterns of neuraminidases in OCs, we performed quantitative PCR (qPCR) analysis of Neu1, Neu2, Neu3, and Neu4. In accordance with RNA-seq analysis, Neu1 and Neu3 showed only marginal gene expression with no significant differences between *Dcir* ^−/−^and WT OCs. Neu2 and Neu4 also had low expression, but that of Neu4 was higher in *Dcir* ^−/−^ OCs than in WT OCs (**Figure 4G**). Thus, these data suggest that DCIR-mediated signaling may be partially involved in the regulation of neuraminidase expression in OCs.

### Interaction between DCIR and its ligand downregulates M-CSF and RANKL signaling and OC activity

DCIR deficiency increased OC responsiveness to M-CSF and RANKL, systemic bone loss induced by soluble RANKL administration, bone resorption activity, and cell–cell fusion in the presence of M-CSF and RANKL. These data suggest that DCIR-mediated signals may be involved in regulating the downstream signaling of M-CSF and RANKL. We found no differences in the phosphorylation levels of various kinases in WT and *Dcir* ^−/−^ BMMs upon stimulation with M-CSF or RANKL (data not shown). We previously showed that some macrophages and OCs were positive for the DCIR ligand in the absence of neuraminidase treatment (18), indicating that the amount of existing ligand for DCIR in BMMs may be insufficient to induce detectable DCIR-mediated inhibitory signaling. To strengthen this signaling, we pre-treated BMMs with NA2, a functional ligand for DCIR, in serum-free medium, then further stimulated the cells with either M-CSF or RANKL. We found that both M-CSF and RANKL treatment increased Akt phosphorylation in BMMs, while NA2 treatment decreased Akt phosphorylation in WT BMMs (**Figures 5A–G**) but not in Dcir−/− BMMs (**Figures 5B–H**). NA2 had no effect on MAPKs or IκBα upon M-CSF or RANKL stimulation in WT BMMs (**Figures 5A–C**). These findings suggest that the interaction between DCIR and NA2 regulates osteoclastogenesis by suppressing M-CSF and RANKL signaling.

**Figure 5:**
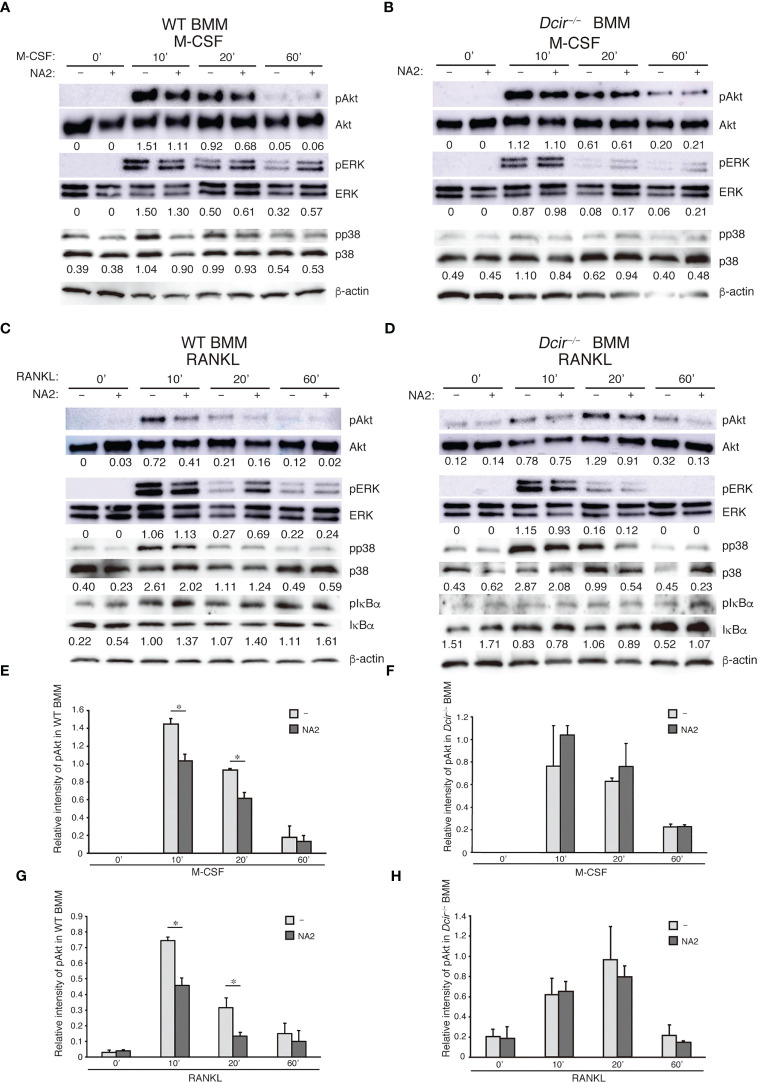
DCIR–NA2 interaction downregulates M-CSF– and RANKL-mediated signaling and reduced osteoclast activity. The effect of NA2 treatment on M-CSF– and RANKL–mediated signaling. WT and *Dcir* ^−/−^ BMMs were pre-treated with NA2 (1 μg/ml) for 6 h and then stimulated with M-CSF **(A, C)** or RANKL **(B, D)** for the indicated periods in the presence of NA2. Phosphorylation of each protein kinase was detected by western blotting using a specific antibody against kinases (**A**, **B**; WT BMMs, **C**, **D**; *Dcir* ^−/−^ BMMs). The data are representative of at least two independent experiments **(A–D)**. The values described below images are relative quantity of phosphorylated kinase protein. **(E, F)** Relative intensity of phosphorylated Akt in BMMs and *Dcir* ^−/−^ BMMs after M-CSF stimulation. **(G, H)** Relative intensity of phosphorylated Akt in WT and *Dcir* ^−/−^ BMMs after RANKL stimulation. Light gray columns show NA2–untreated BMMs and dark gray columns are NA2-treated BMMs. Bars represent the means ± s.e.m. of two independent experiments. *P<0.05 **(E–G)**.

## Discussion

We previously showed that aged *Dcir* ^−/−^ mice spontaneously developed joint ankylosis, and that this and other bone abnormalities were due to an increased number of IFNγ-producing T cells (12). Moreover, DCIR deficiency enhanced OC differentiation from BMMs in the presence of M-CSF and RANKL and facilitated osteoclastogenesis in a co-culture system involving BM cells and osteoblasts (18). In addition to indirectly regulating osteoclastogenesis *via* IFNγ produced by T cells, DCIR directly regulates OC formation through ITIM-mediated signaling. In this study, we showed that DCIR-mediated signaling downregulated OC responsiveness to M-CSF and RANKL. DCIR deficiency affected the gene expression pattern in OCs, with up-regulation of gene sets associated with metabolic processes. Moreover, Akt phosphorylation in BMMs, which was induced by stimulation with M-CSF and RANKL, was reduced by NA2 treatment in a DCIR-specific manner.

M-CSF regulates OCs by promoting differentiation, proliferation, cytoskeletal reorganization, and motility. M-CSF binding to the M-CSF receptor (CSF-1R) results in CSF-1R dimerization and induces autophosphorylation of tyrosine residues in the cytoplasmic region, leading to activation of signaling molecules. Tyrosine 721 phosphorylation in the cytoplasmic domain of CSF-1R is a docking site for phosphatidylinositol 3-kinase, which activates Akt signaling pathways involved in proliferation and anti-apoptosis (24). We found that DCIR deficiency increased the number of mononuclear TRAP^+^ cells, and [H^3^] thymidine incorporation in WT BMMs and NA2 treatment reduced Akt phosphorylation in response to M-CSF. The tyrosine phosphatases SHP-1 and SHP-2, which are recruited to the phosphorylated sites of DCIR, are responsible for DCIR-mediated signaling, and therefore it is unlikely that Akt, a serine/threonine kinase, is the substrate of these phosphatases. One of the potential substrates of phosphatases that are functionally activated by DCIR is therefore tyrosine 721 of MCSFR. Tyrosine phosphorylation of MCSFR was elevated in BMMs from SHP-1–deficient *motheaten* mice, suggesting that SHP-1 is involved in regulating MSCFR dephosphorylation. However, deletion of macrophage- and monocyte-specific SHP-1 by LysM-cre did not result in an abnormal phenotype (25, 26). The other potential substrate is DAP12, an adaptor signaling molecule required for M-CSF–induced macrophage proliferation and survival. Phosphorylated ITAM of DAP12 serves as a docking site for the tyrosine kinase Syk, a molecule that is important for M-CSF–mediated proliferation and survival (27). DAP12 deficiency impaired M-CSF–mediated proliferation and survival, whereas M-CSF–induced Akt phosphorylation was unchanged in *Dap12* ^-/-^ BMMs (2). However, the signaling networks downstream of CSF-1R are still being investigated, and further research is necessary to determine how DCIR-mediated signaling regulates potential target receptors through phosphatase activity.

RANKL plays an essential role in OC differentiation. RANKL binding to its receptor, RANK, induces oligomerization of RANK and recruits TRAF6, leading to activation of the MAPK and NF-κB pathways. NA2 treatment did not affect RANKL-induced phosphorylation in the MAPK or NF-κB pathways in WT or *Dcir* ^−/−^ BMMs, although it did reduce Akt phosphorylation in WT BMMs but not *Dcir* ^−/−^ BMMs. The PI3K/Akt pathway is involved in RANKL-induced OC differentiation (28, 29). SHP-1 downregulates OC differentiation by inhibiting the PI3K/Akt signaling cascade through interaction with TRAF6 (30, 31). An ITIM-harboring immunoglobulin-like receptor, gp49B, negatively regulates osteoclastogenesis by inducing the association of SHP-1 with TRAF6 (11). DCIR-activated SHP-1 might form a complex with RANK and TRAF6 and reduce RANKL-induced Akt phosphorylation, although the exact substrate of SHP-1 in the DCIR-mediated regulation of osteoclastogenesis remains to be elucidated. In addition, the RANKL–RANK axis activates NFATc1 by initiating calcium ion–dependent signaling through cooperation with immunoreceptors associated with ITAM-harboring signaling molecules (32). DAP12 deficiency diminished multinuclear OC formation following *in vitro* induction with M-CSF and RANKL, and regarding Siglec15, a CLR associated with DAP12, RANKL-induced activation of the PI3K/Akt pathway was dampened in *Siglec15* ^−/−^ cells (5, 33). Similarly to M-CSF–induced proliferation and survival, DAP12 might be a substrate of DCIR-activated SHP-1 in the RANKL-activated PI3K/Akt pathway.

The PI3K/Akt-mediated signaling pathway is associated with RANKL-induced NFATc1. Overexpression of active form of Akt upregulated the expression of NFATc1. Akt induced phosphorylation of GSK3β, which is an inactive form of GSK3β, and the GSK3β is known as a potential regulator of NFATc1. Because active GSK3β reduces nuclear localization of NFATc1, phosphorylation of GSK3β (an inactive form) by Akt increased OC differentiation (28). Therefore, Akt activates osteoclastogenesis through regulating the expression and nuclear localization of NFATc1. Our previous study revealed that DCIR deficiency increased NFATc1 expression during osteoclastogenesis (18). Given the link of Akt with NFATc1, the upregulation of NFATc1 in *Dcir* ^−/−^ OCs may be induced by enhanced Akt activation. The future studies of DCIR-mediated signaling pathways will extend our understanding of the kinases and phosphatases-mediated regulation of osteoclastogenesis.

DCIR regulates gene expression related to the antigen-presentation ability of DCs and to pro-inflammatory status of vascular-resident macrophages (18, 34). 

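Genes of glycolysis and gluconeogenesis were higher in mean in Dcir-/- OCs in 19 of 26 cases, with a median log2 fold change of 0.09. The phosphofructokinase gene Pfkp was at 147 ± 4.09 CPM in Dcir-/- OCs and 119 ± 4.43 CPM in WT OCs, and the hexokinase gene Hk1 at 330.4 ± 10.6 and 271 ± 14.3 CPM (SD, n = 3 each). On the log2 scale Pfkp was at 0.30 (SE 0.07) and Hk1 at 0.29 (SE 0.07), whereas the glucose transporter gene Slc2a3, which lies within 20 Mb of Clec4a2, was at -0.56 (SE 0.17) and the lactate transporter gene Slc16a3 at -0.32 (SE 0.12). Of 8 tested genes in a list of sterol uptake and SREBP2 targets, 7 were higher in mean (median 0.18). Among them were Insig1, a sterol sensor gene, at 0.69 (SE 0.12), Srebf2, which encodes SREBP2, at 0.35 (SE 0.07) and Stard4 at 0.26 (SE 0.13). Uptake genes alone were not tested as a set.
For glycolysis limma called 0 genes over all genes and 0 adjusted over the list alone, with 2 higher and 2 lower at an unadjusted p under 0.05. The list did not pass camera (adjusted p = 0.0575), but it did with a filter of 1 adjusted count in any library (adjusted p = 0.0481), without Dcir-/- library 22 (adjusted p = 0.0138) or without WT library 94 (adjusted p = 0.00828). It did not pass camera with an estimated correlation (adjusted p = 0.539), fry (adjusted p = 0.377) or fgsea (adjusted p = 0.185). For the list of sterol uptake and SREBP2 targets limma called 0 genes over all genes and 3 higher, Insig1 and Srebf2 among them, when adjusted over the list alone (3 higher at an unadjusted p under 0.05). The list was higher by camera (adjusted p = 0.00131, but adjusted p = 0.174 with an estimated correlation). Genes of mitochondrial fatty acid oxidation (19 genes, median 0.02, adjusted p = 0.567) and oxidative phosphorylation (29 genes, median 0.03, adjusted p = 0.577) did not pass camera. In both lists limma called 0 genes over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05. Etfdh was at 0.16 (SE 0.09) and Ndufs1 at 0.13 (SE 0.09). Without WT library 94 both lists were higher by camera (adjusted p = 0.0235 and 1.02e-04), and without WT library 3 oxidative phosphorylation was lower (adjusted p = 0.0179).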

RNA-seq analysis revealed that the gene sets associated with metabolic processes such as lipid metabolism and glycolysis were enriched in *Dcir* ^−/−^ OCs. These cells showed upregulation of the *Slc2a4* gene, which encodes GLUT4, an insulin-sensitive glucose transporter predominantly expressed in the adipose tissue and skeletal muscle. 

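Slc2a4 was listed at 0.184 ± 0.0665 CPM in Dcir-/- OCs and 0.107 ± 0.0481 CPM in WT OCs (SD, n = 3 each), below the 1 CPM that limma's test required. Single libraries gave 4.28, 5.61 and 8.64 adjusted counts in Dcir-/- libraries 21, 22 and 83 and 4.93, 1.80 and 4.04 in WT libraries 3, 82 and 94. WT library 3 lay above Dcir-/- library 21. The difference of the means was 0.0770 CPM (two-sided exact permutation test over 20 arrangements, p = 0.2, where the smallest p that 3 against 3 allow is 0.1). In the authors' deposited table its log2 fold change of WT over Dcir-/- OCs is -0.76, with an adjusted p of 0.855 from their edgeR comparison. The gene, ENSMUSG00000018566, lies on chromosome 11 of mm10 from 69942539 to 69948188. Slc2a1, the gene of the widely expressed glucose transporter GLUT1, was at 50.3 ± 0.505 CPM in Dcir-/- OCs and 48.7 ± 2.89 CPM in WT OCs (SD, n = 3 each; log2 fold change 0.05, SE 0.08, adjusted p = 0.861 from limma). It was chosen for comparison after its values were seen.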

Glycolysis was increased during RANKL-induced OC differentiation, but glucose deprivation reduced the osteoclastic resorption rate but not differentiation, suggesting that glycolysis is an important energy source in bone resorption (35, 36). Lipids are another energy source, and different lipid species have distinct roles in OC differentiation and function (37, 38). Saturated fatty acids promote OC survival by preventing apoptosis, but their effects on OCs remains controversial (39). Cholesterol is an essential component of lipid bilayers and plays an indispensable role in numerous cell functions. Higher cholesterol levels may stimulate bone turnover because cholesterol-lowering statin drugs suppress osteoclastogenesis but increase bone formation (40). However, the relationship between statins and bone metabolism remains inconclusive. Interestingly, Park et al. showed that DCIR deletion downregulated genes related to lipid metabolism and that DCIR regulated cholesterol homeostasis in vascular macrophages (34). Further analyses of the *Dcir* ^−/−^ OC gene sets associated with glycolysis and lipid metabolism will provide novel insights into the metabolic processes in OCs and a deeper understanding of how these processes contribute to the treatment of human bone disorders.

In summary, we demonstrated that DCIR deficiency increased the responsiveness of BMMs to M-CSF and RANKL, which are essential factors for osteoclastogenesis. The interaction of DCIR with its endogenous ligand, NA2, downregulated Akt phosphorylation downstream of CSF-1R and RANK in BMMs, and DCIR-mediated signaling regulated gene expression in OCs. DCIR deficiency alters the gene expression pattern in OCs, and DCIR-mediated signaling might be involved in metabolic processes, specifically lipid biosynthesis and glycolysis. However, further analyses are needed to clarify the roles of neuraminidases in the regulation of terminal sugar moieties in N-glycans. Our previous study showed that the DCIR–NA2 axis regulated human OC differentiation, suggesting that DCIR agonists could be a therapeutic strategy for treating bone diseases caused by OCs.

## Materials and methods section

### Mice

*Dcir* ^−/−^ mice were generated as previously described (15) and were backcrossed to C57BL/6J at 12 generations. All the mice used in these experiments were 8–12-week old, and age- and sex-matched control C57BL/6J mice were purchased from Japan SLC (Shizuoka, Japan). The control C57BL/6J mice that were purchased from SLC were reared in the same mouse rack with *Dcir* ^−/−^ mice more than 1 week before using experiments. All mice were housed in specific pathogen–free animal rooms at the Research Institute for Biomedical Sciences, Tokyo University of Science, and at Tohoku Medical and Pharmaceutical University. Animal experiments were carried out following the guidelines of each university and were approved by the Animal Experimental Committee of the Tokyo University of Science and the Animal Experiments Committee of Tohoku Medical and Pharmaceutical University.

### *In vitro* culture of BM-derived macrophages and osteoclasts

To differentiate BM-derived macrophages, BMCs were isolated by flushing the BM cavities of femurs with α-minimal essential medium (Gibco, Life Technologies, CA) supplemented with penicillin (100 units/ml), streptomycin (100 μg/ml), and 10% heat-inactivated fetal bovine serum. Red blood cells were destroyed in hemolysis buffer (140 mM NH_4_Cl and 17 mM Tris-HCl, pH 7.2) for 10 min on ice, and the treated cells were pre-incubated in a 100-mm dish for 1 h. The non-adherent cells (hematopoietic cells) were harvested and seeded at 50,000 cells per well in 96-well plates in the presence of 20 ng/ml of recombinant human M-CSF (R&D Systems, MN) for 2 days. The cells that proliferated in response to M-CSF are defined as BMMs in this paper. To generate OCs, the BMMs were further cultured in the presence of 20 ng/ml of M-CSF and 100 ng/ml of human recombinant soluble RANKL (Oriental Yeast, Tokyo, Japan), with the culture medium changed every 2 days. To induce macrophage maturation, BMMs were incubated in 20 ng/ml of M-CSF for 6 days, with the medium changed every 2 days.

### Flow cytometry analysis

BMCs underwent blood cell lysis with hemolysis buffer on ice. The Fc receptors on these cells were blocked with 2.4G2, an Fc receptor blocker, at 4°C for 10 min. The cells were washed twice with a fluorescence-activated cell–sorting buffer consisting of 2% fetal bovine serum in phosphate-buffered saline (PBS) and incubated with fluorescence-conjugated antibodies for 30 min on ice. Commercially available antibodies used in the flow cytometry analysis are described in supplemental resource **Table S2**. Flow cytometry was performed on a FACSCanto II (Becton Dickinson, San Jose, CA) and analyzed using FlowJo software (Tree Star, Ashland, OR, USA).

### Tritium thymidine incorporation assay

BMMs were harvested using Cell Dissociation Solution Non-enzymatic 1× (Sigma-Aldrich,MO) and plated at 300,000 cells per well in 96-well plates in the presence of various concentrations of M-CSF. After 2–3 h, 1.0 μCi of [^3^H] thymidine (PerkinElmer, MA) was added and BMMs were further incubated at 37°C for 48 h. The cells were passed through glass fiber filters with the Skatron microplate washer supernatant collection system (Molecular Devices, CA) and the incorporation of [^3^H] thymidine into DNA was determined with the MicroBeta microplate counter system (PerkinElmer).

### Pit formation

OCs were generated in a 5-day culture in a 100-mm dish as described in the Materials and Methods section. The OCs were enzymatically harvested and reseeded at a concentration of 20,000 cells per well in an Osteo Assay plate (Corning, NY) in the presence of M-CSF and RANKL. After 3 days, the cells were removed by ultrasonic destruction for 30 s in a 1-M ammonia solution. The entire surface of each calcium phosphate–coated well was imaged by light microscopy (KEYENCE, Osaka, Japan), and the images were analyzed by ImageJ to examine the total resorbed area.

### Apoptotic assay

BMMs cultured for 2 days were incubated in M-CSF in combination with 100 ng/ml RANKL on 48-well plates at 10,000 cells per well. The medium was changed every 2 days. On days 7 and 8 after the beginning of BMC culture, the culture medium was carefully removed and cell lysates were prepared with a cell lysis buffer (500 μl) provided by Cell Death Detection ELISA (Roche Molecular Biochemicals, Mannheim, Germany) at room temperature (RT) for 30 min. As a positive control of cell apoptosis, all cytokines were removed from the wells during the last 6 h on day 8 of culture. Twenty microliters of the supernatant were analyzed to determine the magnitude of apoptosis by ELISA.

### RANKL-induced bone destruction and serum collection

Seven-week-old WT and *Dcir* ^−/−^ male mice were intraperitoneally administered saline or 100 μl of GST-RANKL (Oriental) for 3 days at 24-h intervals (41). Mice were sacrificed 1.5 h after the last injection of PBS or RANKL, and whole blood was obtained by cardiac puncture under anesthesia. The blood samples were left to clot at 4°C overnight and centrifuged at 3,000 rpm for 10 min to separate serum from coagulated blood. The serum was collected and stored at −80°C until assayed. The serum level of calcium ion was determined with the Calcium E-HA test (Wako, Osaka, Japan) by measuring the absorbance at 570 nm with a reference wavelength of 650 nm.

### Quantitative PCR

Total RNA was extracted from BMMs and OCs using the GenEluteTM Mammalian Total RNA Miniprep kit (Sigma-Aldrich). Quantification of total RNA was performed using NanoDrop (ThermoFisher SCIENTIFIC, MA). One microgram of total RNA was reverse-transcribed using Superscript II Reverse Transcriptase (Invitrogen, ThermoFisher SCIENTIFIC) to synthesize the initial cDNA. qPCR was carried out in a total reaction volume of 10 μL that included 5 ng equivalent to total RNA, TB Green Premix Ex TaqII (Takara Bio, Kusatsu, Japan), and a set of forward and reverse primers (Operon, Germany) in duplicate or triplicate samples. Quantification was performed on a CFX96™ Real-Time system (Bio-Rad Laboratories, Hercules, CA). The cycling program involved 1 cycle at 95°C for 1 min, followed by 44 cycles at 95°C for 3 s and 60°C for 30 s. The primer sets used to detect each transcript in macrophages or OCs are described in supplemental resource **Table S1**. The final concentration of the primers was 800 nM. GAPDH was used as an internal housekeeping gene control. The target genes and housekeeping gene were quantified simultaneously in one plate, with water samples as the negative reference. Sample differences in RNA quality and initial quantity were normalized to GAPDH. The relative expression of the targeted gene (2^^-ddCt^ method) was calculated from the following equation: 2^^-dCt^, where dCt = average Ct for the gene of interest − average Ct for the housekeeping gene (42, 43).

### Biochemical analysis

For western blotting of M-CSF– and RANKL-mediated signals, BMMs were re-plated in 12-well plates at 250,000 cells per well in the presence of 5 ng/ml of M-CSF. After 24-h culture, the BMMs were incubated in serum-free medium without M-CSF but with NA2 (1 μg/ml) for 6 h before stimulation. The cells were activated with 20 ng/ml of M-CSF or 100 ng/ml of RANKL in the presence of NA2 for the periods described in the experiments. The cells were lysed to prepare cell lysates in 1% NP-40 (consisting of 10 mM Tris-HCl, pH 7.5, 100 mM NaCl, 5 mM MgCl_2_ with proteinase inhibitor cocktail (Thermo Fisher Scientific, Waltham, MA, USA) and phosphatase inhibitor cocktail (Roche)). The lysates were kept on ice for 10 min and clarified by centrifugation at 15,000 rpm for 10 min. Equal aliquots of lysates were loaded in SDS-polyacrylamide gels and separated at 230 V for 30 min. Each gel was electrophoretically transferred onto one PVDF membrane at a constant 230 mA for 25 min per membrane in a semidry system (Bio-Rad). The membranes were blocked by 5% bovine serum albumin (Sigma-Aldrich) in Tris-buffered saline containing 5% Tween 20 for 1 h at RT and incubated with primary antibodies at 4°C overnight, followed by probing with horseradish peroxidase–conjugated secondary antibodies. The primary antibodies used in this biochemical assay are described in supplemental resource **Table S3**. The membrane was subjected to the ECL Prime Western Blotting Detection System (GE Healthcare UK, Amersham, England) to visualize protein signals. To relatively quantify protein bands of western blots, we used ImageJ freeware from National Institute of Health (MD). We calculated the relative amounts as a ratio of phosphorylated protein band compared to loaded unphosphorylated protein.

### RNA-seq analysis

The differentiation of OCs was induced in the presence of M-CSF and RANKL for 4 days, and RNA samples were extracted using the FastGene™ RNA basic kit (Nippon Genetics). The RNA quality was assessed by RNA Screen Tape using a TapeStation System (Agilent Technologies, CA). High-quality RNA samples with an RNA integrity number greater than 7.0 were used for RNA library construction. RNA-seq library construction and subsequent next-generation sequencing were conducted by Macrogen Japan Corp. (Tokyo, Japan). Briefly, total RNA was quantified by the Quant-IT RiboGreen RNA Assay (Invitrogen) and qualified using the TapeStation system. One milligram of total RNA per sample was prepared using the Illumina TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA). mRNA containing poly-A was enriched by poly-T–attached magnetic beads, and the mRNA samples were fragmented with divalent cations under elevated temperature. The fragmented RNAs were reverse transcribed for the first strand of cDNA with SuperScript II reverse transcriptase (Invitrogen) using random primers, and for the second strand with DNA polymerase I, RNase H, and dUTP. The 5’ and 3’ ends of the fragmented RNA were repaired, and indexed adaptors were added *via* ligation. The products were purified and enriched by PCR to create the final cDNA library. The generated libraries were quantified using KAPA Library Quantification kits for Illumina Sequencing platforms according to the qPCR Quantification Protocol Guide (Kapa Biosystems), and the fragment size was assayed using D1000 DNA Screen Tape in TapeStation. Libraries with unique sample barcodes were pooled and sequenced using an Illumina NovaSeq (Illumina), and the paired-end (2×100 bp) sequencing was performed by Macrogen Japan Corp.

### RNA-seq data processing

The raw sequencing data were processed using TrimGalore v0.6.6 to remove adapter sequences and low-quality reads. The processed reads were used to align to the mouse genome reference mm10 using hisat2 v2.2.0. Aligned read counts that fell on the exons of each gene were calculated by the R package Rsubread v1.32.4. The read counts were normalized and compared for differential gene expression using the R package edgeR v3.24.3. The RNA-seq data have been deposited in the Gene Expression Omnibus database under accession no. GSE223429.

### Functional signatures of changes in OC gene expression

GO enrichment analysis was performed using the PANTHER Overrepresentation Test (Released 20200728) to identify functional pathways. Differentially expressed genes with |Fold Change| > 0.5 were selected for the analysis. The functional signatures of gene sets were re-categorized as follows: genes annotated with the MHCII protein complex, antigen processing and presentation, and the regulation of T cell proliferation were categorized as being related to antigen presentation and T cell proliferation. GSEA was conducted by javaGSEA software using WikiPathways as gene sets.

### Statistics

The statistical significance between groups was determined using the two-tailed unpaired Student’s *t*-test (*P<0.05; **P<0.01).

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE223429 (GEO).

## Ethics statement

The animal study was reviewed and approved by The Animal Experimental Committee of the Tokyo University of Science and the Animal Experiments Committee of Tohoku Medical and Pharmaceutical University.

## Author contributions

TK conducted most of the experiments; TK and TM analyzed DCIR signaling mechanisms; KS performed RNA-seq analysis; S-HC prepared cellular samples; TK wrote the draft manuscript; TK, AN, and YI organized and supervised the project and edited the draft manuscript. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1 DCIR deficiency does not affect cell survival of *Dcir* ^−/−^BMMs. **(A)** Apoptotic cell analysis. WT and *Dcir* ^−/−^ BMMs were induced to form OCs for 7 and 8 days. As a positive control of apoptosis, at 8 days, the medium containing M-CSF and RANKL was replaced for 6 h with medium lacking both cytokines. Mono- and oligonucleosomes in the cytoplasmic fraction of cell lysates were detected using the Cell Death Detection ELISA kit. Data are representative of two independent experiments. The bars show the means ± s.d. of triplicate cultures.

Supplementary Figure 2 DCIR deficiency has no effect on osteoclast precursor proportion in BM. **(A)** Flow cytometric analysis of the OC precursor population in 8-week-old WT and *Dcir* ^−/−^ mice. BMCs negative for CD3, B220, and Ter119 were plotted for CD11b and Ly6C. The OC precursor population is characterized by CD11b^lo^Ly6C^hi^. The dot plots represent the data from three mice. **(B)** The frequency of three distinct populations in WT and *Dcir* ^−/−^ BMCs. Data are expressed as means ± s.d. of three mice and are representative of two independent experiments **(A, B)**. **(C)** BMCs were plotted for CD265 and CD115. **(D)** The percentage of three distinct populations in WT and *Dcir* ^−/−^ BMCs. **(E)** CD11b^-/low^, CD3^-^, and B220^-^ (triplicate negative) BMCs were plotted for CD117 and CD115. The OC precursor populations are characterized by CD117^hi^, CD117^int^, and CD117^low^ in CD115–positive BMCs. **(F)**. The frequency of three distinct populations in WT and *Dcir* ^−/−^ BMCs. The dot plots were shown as a representative data of two independent experiments. Data are means ± s.d. of triplicate wells **(C–F)**.

Supplementary Figure 3 DCIR deficiency affects the gene expression profile of osteoclasts. **(A)** Heatmap of gene changes associated with osteoclastogenesis. **(B)** Heatmap of changes in the gene set associated with the category related to antigen presentation and T cell proliferation. The gene sets were selected according to our previous study (18). **(C)** Heatmap of gene changes associated with neuraminidases and sialyltransferases. Gene expression was analyzed in WT (n=3) and *Dcir* ^−/−^ (n=3) OCs. The gene sets of the indicated categories are represented by a color scale from high (orange) to low (blue).

# Supplementary material for: DCIR suppresses osteoclastic proliferation and resorption by downregulating M-CSF and RANKL signaling
**Source:** Front Immunol. 2023 May 17;14:1159058. doi: 10.3389/fimmu.2023.1159058
**Supplement:** Supplementary file 4

Supplementary information

**DCIR suppresses osteoclastic proliferation and resorption by downregulating M-CSF and RANKL signaling**

**Running title: DCIR - mediated inhibition of M-CSF and RANKL signaling**

Tomonori Kaifu, Takumi Maruhashi, Soo-Hyun Chung, Akira Nakamura, and Yoichiro Iwakura

**Supplemental Table S1. List of antibodies**

**Antibodies Label Clone Source Catalog # Identifier**

**For FACS analysis**

Anti-mouse CD11b PE M1/70 BioLegend 101207 AB_312790

Anti-mouse Ly6C FITC HK1.4 BioLegend 128005 AB_1186134

Anti-mouse CD3 Pacific Blue 17A2 BioLegend 100213 AB_493644

Anti-mouse B220 PerCP/Cy5.5 RA3-6B2 BioLegend 103235 AB_893356

Anti-mouse CD11b PE/Cy7 M1/70 BioLegend 101216 AB_312799

Anti-mouse CD265 APC R12-31 BioLegend 119807 AB_2892276

Anti-mouse CD115 Alexa Fluor 488 AFS98 BioLegend 135511 AB_11218605

Anti-mouse CD117 PE 2B8 BioLegend 105807 AB_313216

**Supplemental Table S2 PCR primer sets**

**Gene Forward (5' to 3') Reverse (3' to 5')**

Neu1 GGACCGCTGAGCTATTGGG CGGGATGCGGAAAGTGTCTA

Neu2 CACAGGCGTCCATGCTTACA CTGCGTGCTCATCCGTCTT

Neu3 AGCAGGAAGAACAGAGTGGG CCTCCATCAGTAGCCGTTGG

Neu4 CGTGTGCCTGCGTTACTCT CAAGGGTTCATAGACCTGTGC

**Supplemental Table S3. List of antibodies**

**Antibodies Specie Source Catalog #**

**For WB analysis**

Akt Rabbit Cell signaling technology 4691

Phospho-Akt(Ser473) Rabbit Cell signaling technology 9271

p44/42MAPK Rabbit Cell signaling technology 4695

Phospho- 44/42MAPK Rabbit Cell signaling technology 4370

(Thr202/Tyr204)

p38 MAPK Rabbit Cell signaling technology 8690

Phospho-p38 Rabbit Cell signaling technology 4511

(Thr180/yr182)

IκBα Mouse Cell signaling technology 4814

Phospho-IκBα(Ser32) Rabbit Cell signaling technology 2859

β-actin Mouse Sigma-Aldrich A1978

How the deposited data were processed for this re-analysis (not part of the article)

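RNA of OCs from 3 WT and 3 Dcir-/- libraries was analysed, all samples of the series; each was mapped to its genotype and library number by its labels. The authors' steps up to the deposited table are those given with the experiment. The sample values in that table are counts that the authors adjusted to a common library size before they deposited them, in the unit of a signal that is mostly not whole; the pattern is that of the pseudo-counts of edgeR's quantile adjustment, which is inferred from the values and not stated. The authors also deposited a log2 fold change, which runs as WT over Dcir-/- OCs and equals the log2 ratio of the table's group means, and an adjusted p-value (FDR) of that comparison. The annotation release and the strand setting of the counting are not given in the sources used here, so overlapping and antisense genes cannot be told apart, nor can close paralogs. The rule by which the authors left genes out of the table is not given.

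A quasi-likelihood test had been planned for raw counts. The plan also named the test to use if the file held no counts, and that one was used: limma 3.58.1 with a trend in R 4.3.3, on log2(CPM + 1), for genes of at least 1 CPM in 3 libraries. CPM is the authors' adjusted count over the mean of the 6 column totals, with no further scaling, and n = 3 per group. Genotype was the only term of the model. Fold changes are given as Dcir-/- over WT OCs. The column totals lie close together because the authors' adjustment sets them so; precision is therefore judged by the spread between libraries alone, and low values are the least certain. Gene positions came from GENCODE release M21 on mm10 (GRCm38), to which 21449 of the 21492 gene identifiers matched, and 41 symbols occur more than once.

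Genes named in the text follow a rule: every gene the paper's text names or Figure 4A labels, the 10 genes in each direction with the smallest adjusted p from limma whose groups did not overlap, and the 4 members of each list with the smallest adjusted p from limma, apart from some whose results are left out. Genes named outside this rule, such as other changed genes, those near the distal end of the X chromosome and near Clec4a2, Il9r, and paralogs, were named after their values were seen. In all, 41 lists were written, from textbook knowledge of OC biology, lipid and energy metabolism, signaling, antigen presentation and markers of other blood cell types, and from the gene names printed in Figure 4. They are not the WikiPathways sets of the study. Lists with at least 3 tested genes, 35 in all, were tested by camera on log2 CPM with a prior of 2 adjusted counts, and 7 were higher and 13 lower in Dcir-/- OCs. The higher ones include ion transporters, macromolecule metabolism and cell adhesion, which the study chose on the same samples. The lower ones include the cluster that holds the deleted gene Clec4a2. The direction of these lists is not independent evidence. With an estimated correlation between genes 0 lists passed camera, and fry gave 10 (7 higher and 3 lower). Ranked gene sets were tested with fgsea 1.28.0.

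Alternatives covered the filter on low values, the scaling, the pseudocount, limma's robust and weighted fits, the thresholds, the window around Clec4a2, the list tests and each library left out in turn. The gene test, camera and the window test were tried on simulated data first. In values simulated for the comparison of Dcir-/- with WT OCs, with 14057 genes fitted and 196 changed, limma called 72% of the genes changed 2-fold and 91.7% of those changed 4-fold, with 0 in the wrong direction and 13 unchanged genes called. With Dcir-/- library 21 left out, 68% and 90.6% were called among 13957 genes, whereas 8 of the 62 real calls stayed without it. Genes were simulated independently, with no shift shared by many genes such as that of WT library 3. The simulated shares therefore do not carry over to the real libraries. The qPCR, culture, imaging and signaling experiments of the paper were not analysed here, and Figure S3 was not used here.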

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

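Among the tests below, those of retained strain DNA near Clec4a2, of an extra copy of the X segment and of variants acting on single X genes were chosen only after the result was seen. By the paper, the WT control mice were bought from a supplier and then kept beside the Dcir-/- mice. In both regions below, genotype therefore cannot be told apart from the origin of the mice.

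The paper does not report where the changed genes lie. On chromosome 6, 10 genes besides Clec4a2 had changed by limma within 20 Mb of it, an excess over the rest of the genome, with 4 higher and 6 lower. An effect of the deletion on direct neighbours does not account for most of them, since only 2 of the 10, Dppa3 and Clec4a4, start within 1 Mb of Clec4a2. Whether DNA of the embryonic stem cell strain stayed around the targeted gene through backcrossing cannot be told apart from other causes of such an excess, since the odds ratio of 11.65 is the pattern itself and no table holds the strain of these genes. The odds ratio was 5.18 (95% confidence interval 2.39 to 10.1) without WT library 3, 8.30 (3.59 to 17.0) without WT library 94 and 19.4 (1.90 to 109) without WT library 82. Without a Dcir-/- library too few called genes were left to decide, with 9.61 (0.208 to 79.6) without 21, 0 (0 to 2200) without 22 and 14.5 (0.294 to 147) without 83. A direct effect of DCIR loss on some of these genes stays open as untested.

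Near the distal end of the X chromosome, 8 genes were higher in Dcir-/- OCs by limma, with 7 tested genes that did not pass among them. A difference in sex does not account for this, since the lowest value of the Y genes Ddx3y, Eif2s3y, Kdm5d and Uty in any library was 22.5 CPM; Xist is not listed in the table, so this rests on the Y genes. Variants that act on single genes and an extra copy of the segment in the Dcir-/- mice, such as the known duplication of distal X genes on the Y chromosome of some mice, cannot be told apart. The segment is bounded by its called genes, so only the 7 others can be asked, and the share of these with a higher mean was 0.857. Their median log2 fold change was 0.42 (pseudocount 0.1 CPM), which was 0.91 without WT library 3, 0.71 without Dcir-/- library 21, 0.27 without 22, 0.32 without 83, 0.36 without WT library 82 and 0.29 without WT library 94. Next to the segment, Gemin8 was at 0.83 (SE 0.16), not passing by limma, and Mid1 at -0.35 (SE 0.28). In the authors' deposited table the log2 fold change of WT over Dcir-/- OCs is -1.08 for Gemin8 and -1.05 for Arhgap6. Their FDR there is 0.00351 and 1.37e-04, so by that edgeR comparison both genes are higher in Dcir-/- OCs. The bounds from limma's calls are therefore not those of that comparison. An effect of DCIR loss on these genes stays open as untested.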

How the results depend on the processing

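The settings for the pseudocount, the robust fit and the array weights were chosen only after the data were seen. No paired analysis was possible because the WT and Dcir-/- libraries share no replicate number. DESeq2, edgeR's exact, likelihood ratio and non-robust quasi-likelihood tests and limma-voom were planned but not run, because they need raw counts. No scaling moved the median of all genes by 0.1 or more on the log2 scale.

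Of the 157 genes followed, 32 were called by limma, and 0 of these turned direction in any setting. The counts of higher and lower genes were 21 and 35 with at least 1 adjusted count in any library, 16 and 37 with at least 10 in every library, 14 and 32 with RLE scaling, 21 and 42 with the upper quartile, 25 and 43 with the library total, 19 and 34 with a pseudocount of 0.1 CPM, 18 and 37 with 3 CPM, 19 and 35 in the robust fit, and 17 and 34 without genes within 20 Mb of Clec4a2. With array weights they were 14 and 25, and the cause was not tested. By construction the thresholds moved them to 10 and 27 with an absolute log2 fold change over 1, to 818 and 938 at an unadjusted p under 0.05 and to 5 and 3 at an adjusted p under 0.01 from limma. With 1 library left out the higher genes ranged from 1 to 39 and the lower genes from 1 to 87, and the odds ratio near Clec4a2 from 0 to 19.36. Of the 62 genes, 60 remained called without WT library 3 and 48 without WT library 94. The odds ratio was 13.7 within 10 Mb, 6.79 within 40 Mb and 23.1 at an adjusted p under 0.01 from limma.

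Of 35 lists, 20 passed camera, and 18 to 25 did under the other settings and with 1 library left out, apart from 0 with an estimated correlation and 10 in fry. With an estimated correlation the adjusted p from camera was 0.444 for OC genes, 0.174 for cholesterol synthesis, 0.119 for fatty acid synthesis, 0.174 for oxidative stress, 0.539 for IL-9, 0.440 for MHC class II, 0.364 for costimulation, 0.119 for ion transporters, 0.119 for macromolecule metabolism and 0.174 for cell adhesion. In limma's fry the adjusted p was 0.208 for OC genes, 0.0936 for oxidative stress, 0.406 for IL-9, 0.377 for MHC class II, 0.195 for costimulation, 0.0768 for macrophage markers, 0.195 for interferon-stimulated genes, 0.0723 for eicosanoid genes, 0.111 for inflammatory genes, 0.402 for megakaryocyte markers and 0.418 for ITAM and ITIM receptors, all of which had passed camera. Lists past camera that also passed fry were cholesterol synthesis (adjusted p = 0.0168), sterol uptake and SREBP2 targets (0.0245), fatty acid synthesis (0.00648), monocyte markers (0.0424) and neutrophil markers (0.0140). So did ion transporters (0.00547), macromolecule metabolism (0.0140) and cell adhesion (0.00587), chosen by the study on these samples, and the Clec4a2 cluster (0.0140), which holds the deleted gene. The cause was not tested, beyond that fry does not compare a list with other genes. Glycolysis passed camera with at least 1 adjusted count in any library (adjusted p = 0.0481). IL-9 did not pass fgsea (adjusted p = 0.0868), nor did ITAM and ITIM receptors (0.0548). The other lists that failed fry after passing camera did pass fgsea. Its adjusted p was 0.00532 for OC genes, 0.0184 for oxidative stress, 0.00695 for MHC class II and 0.00514 for costimulation. It was 3.24e-07 for macrophage markers, 3.94e-08 for interferon-stimulated genes, 0.0203 for eicosanoid genes, 0.00973 for inflammatory genes and 0.0203 for megakaryocyte markers.

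Lists that did not pass turned direction as follows, by the adjusted p from limma's list tests. The Figure 4A labels turned with RLE scaling (0.8675), a prior of 0.5 (0.997), array weights (0.664) and fry, where they passed as higher (0.00587). They passed camera as lower with at least 10 adjusted counts in every library (adjusted p = 0.0343). M-CSF, RANKL and Akt signaling turned with the upper quartile (0.965), fry (0.945) and fgsea (0.722). OC fusion turned with fry (0.920), array weights (0.820) and fgsea (0.685). Eosinophil markers turned with fry (0.992) and proliferation with fgsea (0.722).

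With 1 library left out, the adjusted p from camera ranged from 0.0235 to 0.984 for mitochondrial fatty acid oxidation, 0.00828 to 0.296 for glycolysis, 1.02e-04 to 0.717 for oxidative phosphorylation, 5.42e-04 to 0.366 for IL-9, 5.68e-06 to 0.0569 for MHC class II, 0.0800 to 0.792 for dendritic cell markers. The same p ranged from 0.00810 to 0.927 for proliferation, 0.433 to 0.998 for OC fusion, 0.118 to 0.952 for M-CSF, RANKL and Akt signaling and 0.00101 to 0.292 for the Figure 4A labels. Log2 fold changes that did not pass and changed sign ranged from -0.0113 to 0.159 for Acp5, -0.0116 to 0.155 for Ctsk, -0.120 to 0.0228 for Ddx3y, -0.749 to 0.237 for Il7r, -0.208 to 0.0598 for Kdm5d, -0.114 to 0.0356 for Kit, -0.247 to 0.0209 for Uty and -0.0602 to 0.152 for Siglecf.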

Differences from the paper's values

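The paper gives 121 genes as upregulated in Dcir-/- OCs, where limma called 21, and 431 genes as downregulated, where limma called 41. The paper states no threshold behind these counts; for its GO analysis it selected genes with an absolute fold change over 0.5. Neither count came within the paper's under any of the alternatives set before the data were examined: the filters of at least 1 adjusted count in any library and 10 in every library, RLE, upper quartile and library total scaling, the thresholds on fold change and p, the genes outside the window around Clec4a2, and each library left out. In the authors' deposited table an FDR under 0.05 gives the paper's 121 and 431 genes, of which 94 and 384 were among those tested here. All 62 genes called by limma are also called there, in the same direction.

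The paper states that Ctsk, Acp5 and Nfatc1 were higher in Dcir-/- OCs. Here their log2 fold changes were 0.07, 0.08 and 0.15, none passing limma's test in any setting, while in the authors' deposited table the FDR is 0.917, 0.901 and 0.646. The list of OC genes was higher by camera, though not with an estimated correlation. The paper states that Slc2a4 was upregulated; here it was higher in mean, at 0.184 against 0.107 CPM, with an exact permutation p of 0.2, where 3 against 3 libraries allow no p under 0.1, so that test decides nothing. The authors' deposited table gives an FDR of 0.855.

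The paper states that glycolysis gene sets were enriched in Dcir-/- OCs. The list of glycolysis genes used here did not pass camera (adjusted p = 0.0575), but it passed with at least 1 adjusted count in any library (adjusted p = 0.0481), without Dcir-/- library 22 (adjusted p = 0.0138) and without WT library 94 (adjusted p = 0.00828). It did not pass fgsea (adjusted p = 0.185) or fry (adjusted p = 0.377). Camera did not call it with an estimated correlation (adjusted p = 0.539) or without WT library 3 (adjusted p = 0.296). Scd1, which the paper shows among the desaturase genes of Figure 4E, did not pass limma (adjusted p = 0.0599), except without WT library 3 (adjusted p = 0.0466), while the authors' deposited table gives an FDR of 2.24e-04.

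The axis of Figure 4A is named as Dcir-/- against WT, but Clec4a2 lies at about 8 and Tmem72 at about -7, read by eye, which is the direction of WT over Dcir-/- OCs, as in the authors' deposited table. Some of its labels differ from the table's symbols: Tmem2 stands where the legend has Tmem72, Deep1 where the table has Depp1, and Smad4 where a large fall would be Samd4, with a log2 fold change of WT over Dcir-/- OCs of 2.37 in the authors' deposited table. Here Samd4 was at -1.11 (SE 0.21; adjusted p = 0.0866 from limma) and Smad4 at -0.08, and neither passed.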

Other observations

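Many macrophage markers were lower in Dcir-/- OCs: of 26 tested, 6 were lower by limma, 16 were lower when adjusted over the list alone and 24 had a lower mean, with a median log2 fold change of -0.81. At an unadjusted p under 0.05 limma gave 17 lower and 1 higher, Cx3cr1 at 0.60 (SE 0.24), while Csf1r at -0.01 (SE 0.10) and Cd68 at -0.01 (SE 0.08) lay near 0; these 3 were named after their values were seen. Besides Pf4 and C1qa, the lower genes were Clec10a at -1.68 (SE 0.21), the lipoprotein gene Apoe at -0.79 (SE 0.11), C1qc at -1.36 (SE 0.21) and the scavenger receptor gene Marco at -1.10 (SE 0.17). Of 13 neutrophil markers, 5 were lower, Ngp at -0.87 (SE 0.13), S100a8 at -0.94 (SE 0.14), S100a9 at -0.78 (SE 0.12), Lcn2 at -0.92 (SE 0.14) and Ltf at -1.02 (SE 0.16). When adjusted over the list alone 11 were lower, and the median was -0.78. Of 10 monocyte markers, 1 was lower by limma over all genes, and 7 were lower when adjusted over the list alone, with F13a1 at -1.43 (SE 0.25), Ly6c2 at -0.77 (SE 0.14) and Chil3 at -0.77 (SE 0.14). By camera all 3 lists were lower, the macrophage list at an adjusted p of 2.46e-16 (adjusted p = 0.182 with an estimated correlation), the neutrophil list at 3.41e-14 (adjusted p = 0.119 with an estimated correlation) and the monocyte list at 8.25e-09 (adjusted p = 0.174 with an estimated correlation). WT library 3 had the highest level of all 3, at 0.84, 0.53 and 0.85 above the mean of the libraries on the log2 scale. Of the 6 macrophage genes limma called Pf4 alone without Dcir-/- library 21 or 83 or WT library 82, 0 without Dcir-/- library 22, 5 without WT library 94 and all 6 without WT library 3. Of the 5 neutrophil genes limma called Lcn2 and Ltf without Dcir-/- library 21, 0 without Dcir-/- library 22 or 83 or WT library 82, S100a8 alone without WT library 94 and all 5 without WT library 3.

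Interferon-stimulated genes were lower in mean in all 22 cases, with a median of -1.14. By limma 0 passed over all genes, 19 were lower when adjusted over the list alone and 20 were lower at an unadjusted p under 0.05. Ifit1 was at -1.75 (SE 0.49), Cxcl10 at -1.38 (SE 0.39), Ifi44 at -1.07 (SE 0.32) and Gbp3 at -0.93 (SE 0.22). The list was lower by camera (adjusted p = 3.42e-15; adjusted p = 0.2996 with an estimated correlation), and its level was 1.70 above the mean of the libraries in WT library 3 and -1.18 in Dcir-/- library 21. Without WT library 3 the mean difference of the genotypes moved from -1.31 to -0.79. Inflammatory cytokine and NF-kB target genes were lower in mean in 13 of 14 cases, with 0 by limma over all genes, 5 when adjusted over the list alone and 6 at an unadjusted p under 0.05, among them Ccl2 at -0.76 (SE 0.20), Ccl4 at -0.88 (SE 0.26) and Cd40 at -0.92 (SE 0.28). Eicosanoid genes were lower in mean in 15 of 18, with 0 by limma over all genes, 3 when adjusted over the list alone and 6 at an unadjusted p under 0.05, among them the prostaglandin receptor gene Ptger2 at -0.79 (SE 0.18), Alox5ap at -0.80 (SE 0.19), Ptgs1 at -0.34 (SE 0.10) and Tbxas1 at -0.37 (SE 0.13). By camera the inflammatory list was lower (adjusted p = 1.32e-05; adjusted p = 0.174 with an estimated correlation), as was the eicosanoid list (adjusted p = 7.88e-05; adjusted p = 0.174 with an estimated correlation). WT library 3 stood highest in both, and without it the mean difference moved from -0.61 to -0.43 and from -0.31 to -0.20.

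ITAM-associated and ITIM receptor genes were lower by camera (19 genes, adjusted p = 0.00392; adjusted p = 0.512 with an estimated correlation), but not without WT library 3 (adjusted p = 0.243), where the mean difference moved from -0.29 to -0.09, and limma called 0 over all genes and 0 adjusted over the list alone (1 higher and 5 lower at an unadjusted p under 0.05). Fcgr3 was at -1.09 (SE 0.32), Sirpb1c at -0.65 (SE 0.20), Fcgr2b at -0.82 (SE 0.28) and Trem2 at -0.48 (SE 0.18). The M-CSF, RANKL and Akt signaling genes did not pass camera (29 genes, adjusted p = 0.967), nor did OC fusion genes (14 genes, adjusted p = 0.765), of which Cd81 alone was lower by limma, over all genes and over the list alone. Dcstamp was at 0.25 (SE 0.10) and Mst1r at 0.29 (SE 0.12). For the signaling genes limma called 0 genes over all genes and 0 adjusted over the list alone (3 higher and 1 lower at an unadjusted p under 0.05). Pik3cb was at 0.20 (SE 0.07), Traf6 at 0.21 (SE 0.08), Fcer1g at -0.22 (SE 0.09) and Mapk8 at 0.18 (SE 0.08).

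Proliferation genes did not pass camera (27 genes, adjusted p = 0.910), but they were higher without WT library 94 (adjusted p = 0.00810) and lower without WT library 3 (adjusted p = 0.0259). Among them limma called 0 over all genes and 1 higher (Foxm1, 0.44, SE 0.11) and 1 lower (Ccnd1, -0.46, SE 0.11) when adjusted over the list alone, with 1 higher and 2 lower at an unadjusted p under 0.05. For apoptosis regulators (18 genes, camera adjusted p = 0.721) limma called 0 over all genes and 0 adjusted over the list alone (1 higher and 2 lower at an unadjusted p under 0.05), with Bax at -0.25 (SE 0.07), Bid at 0.30 (SE 0.09) and Bcl2l1 at -0.45 (SE 0.14). The sex-linked list, all Y genes, did not pass camera (4 genes, adjusted p = 0.218). In it limma called 0 genes over all genes, 0 adjusted over the list alone and 0 at an unadjusted p under 0.05.

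Of markers of other blood cells, the megakaryocyte list was lower by camera (5 genes, adjusted p = 0.0166; adjusted p = 0.512 with an estimated correlation), but not without WT library 3 (adjusted p = 0.312), where the mean difference moved from -0.63 to -0.20. Gp1bb was at -0.56 (SE 0.22), Itga2b at -0.80 (SE 0.31) and Ppbp at -0.68 (SE 0.38). The mast cell and basophil (3 genes, adjusted p = 0.577), B cell (3 genes, adjusted p = 0.114) and eosinophil lists (3 genes, adjusted p = 0.910) did not pass camera. The B cell list was lower without Dcir-/- library 83 (adjusted p = 0.0258) and with at least 1 adjusted count in any library (adjusted p = 0.00297) by camera. Cd79b was at -0.79 (SE 0.19), Hdc at -0.56 (SE 0.16) and Prg2 at -0.58 (SE 0.25). Over all genes limma called 0 in these lists, and over each list alone it called Cd79b and Hdc, both lower. At an unadjusted p under 0.05 limma gave 2 megakaryocyte, 1 mast cell, 2 B cell and 0 eosinophil genes, all lower. T cell (2 genes, Cd5 at 0.47, SE 0.12, and Il7r at -0.36, SE 0.46), stromal (1 gene, Runx2 at -0.19, SE 0.10), erythroid (0 genes) and NK cell markers (0 genes) reached the filter in too few genes for a test, and limma called 0 of them over all genes, with Cd5 higher over its list alone and at an unadjusted p under 0.05.

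The fall of macrophage and neutrophil markers was weighed against 3 explanations, whose predictions were set before the result was seen. A single WT library with high levels does not account for most of it: the median of both lists together was -0.85, and it was still -0.785 without WT library 3, the omission that moved it most toward 0. Without that library the mean difference of the genotypes moved from -0.83 to -0.62 for the macrophage list. For the neutrophil list it moved from -0.85 to -0.79. A further differentiation into OCs met its prediction, that the OC genes be higher by camera (adjusted p = 2.80e-04). It still cannot be told apart from other causes, since the OC genes did not pass camera with an estimated correlation (adjusted p = 0.444). That second condition was not part of the prediction. Fewer cells of other blood types in general stays open as well, since the markers of erythroid, mast, megakaryocyte, T, B and eosinophil cells together had a median of -0.58 (no filter) against -0.83 for macrophage markers. OCs arise from the same precursors as macrophages and share some of these genes, so the lists alone may not separate fewer residual macrophages from lower expression in OCs (median -0.785 in the test above).

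The 6 libraries can be split into 2 groups of 3 in 10 ways, too few for a share under 0.05. By limma the real split gave 21 higher and 41 lower genes, each the largest count of the 10 (1 split, the real one, reached it), and the highest other split gave 0. By camera the real split gave 20 lists and another split, Dcir-/- libraries 21 and 83 with WT library 94 against the rest, gave 23, so 2 splits reached the real number. The 20 include lists that the study chose on these samples and the list that holds Clec4a2.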
